# Mouse T_H_2 cell extracellular vesicles promote eosinophil survival through the surface cytokine cargo IL-3

**DOI:** 10.1016/j.jaci.2025.05.027

**Published:** 2025-06-10

**Authors:** Kaitlyn E. Bunn, Brenna G. Giese-Byrne, Alexander M. Blatt, Dawn C. Newcomb, Heather H. Pua

**Keywords:** Extracellular vesicles, asthma, T_H_2 cells, eosinophils, IL-3, lung, allergic, type 2 inflammation

## Abstract

**Background:**

Extracellular vesicles (EVs) mediate intercellular communication during immune responses. EVs are abundant in respiratory biofluids, and the composition of EVs in the lung changes during inflammation.

**Objective:**

We sought to quantify the contribution of T cells to airway EVs in eosinophilic lung inflammation and ascertain their function during a type 2 inflammatory response.

**Methods:**

Genetic membrane tagging was combined with single vesicle flow cytometry to quantify T-cell EVs in the airways of mice challenged with ovalbumin or house dust mite. EVs were purified from mouse T_H_2 cell cultures, and their functions on eosinophils were assessed by flow cytometry and RNA sequencing. T_H_2 cell EVs were instilled into the lungs of mice to determine effects on lung eosinophilia. Finally, the function of an EV protein cargo was tested using inhibitors and blocking antibodies.

**Results:**

T-cell EVs are increased in the airways of mice after ovalbumin- or house dust mite–induced inflammation. EVs secreted by T_H_2 cells inhibit apoptosis and induce activating pathways in eosinophils *in vitro*. This effect depends on restimulation through the T-cell receptor. T_H_2 cell EVs prolong eosinophilia *in vivo* during acute eosinophilic inflammation. T_H_2 cell EVs carry the cytokine IL-3 as a surface cargo, which inhibits apoptosis by activating JAK1/2-dependent pro-survival programs in eosinophils.

**Conclusions:**

T_H_2 cell EVs promote eosinophil survival through the EV cargo IL-3, supporting a role for EVs as vehicles of cytokine-based communication in lung inflammation.

## Capsule summary

This study demonstrates that T-cell EVs promote the survival of eosinophils through the cytokine cargo IL-3, offering new insights into proinflammatory signaling in eosinophilic airway inflammation.

Asthma is a multicellular inflammatory disease of the airway driven by complex communication networks. A common endotype of asthma is defined by type 2 airway inflammation, with the recruitment and activation of T_H_2 cells, eosinophils, mast cells, and IgE-producing B cells.^1^ These immune cells produce cytokines, chemokines, and bioactive lipids that serve as key drivers of disease.^2,3^ Extracellular vesicles (EVs) have recently emerged as a new class of secreted factors produced by immune cells that participate in cell-to-cell communication.^4^ Yet their functions in type 2 tissue inflammation are poorly understood.

EVs are small, lipid bilayer-delimited particles secreted by cells that carry bioactive proteins, nucleic acids, and lipids.^5^ Cargos on the surfaces of EVs can signal through interactions with receptors on the surfaces of target cells, whereas cargos carried within the lumen of EVs can be delivered by fusion of the EV and target cell membranes.^6^ Respiratory biofluids contain abundant EVs, with concentrations ranging from 10^8^ to 10^10^ EVs/mL.^7–10^ Studies in mice and humans have shown that EVs from epithelial cells, endothelial cells, and immune cells are present in respiratory fluids and that their composition changes with inflammation.^11,12^ In particular, EVs originating from immune cells are increased in respiratory biofluids collected from patients with chronic rhinosinusitis, from patients with asthma, and in mouse models of type 2 airway inflammation.^13–15^ Immune cell EVs not only mark biofluids during inflammation, but also participate in type 2 immune responses through antigen presentation to allergen-specific T cells and the promotion of T_H_2 cell polarization.^16–18^

Similar to other immune cells, T cells secrete EVs. These EVs have been shown to carry cargos involved in T-cell immune functions, including cytokines, chemokines, microRNAs, tRNA fragments, DNA, integrins, and the T-cell receptor (TCR) complex.^19–24^ T-cell EVs can modulate the function of other immune cells through delivery of microRNAs, cytokines, and death-inducing ligands to target cells.^25–28^ In this study, we investigated an EV-mediated T cell–eosinophil communication axis as part of the type 2 inflammatory response in the airway.

## METHODS

### Animals

All animal studies were performed after obtaining approval from the Vanderbilt Institutional Animal Care and Use Committee.

### Mouse airway inflammation models

Ovalbumin (OVA) mice were sensitized intraperitoneally with 50 μg OVA and alum; challenged with 50 μg OVA by oropharyngeal aspiration on days 7, 8, and 9 following sensitization; and euthanized on day 10. House dust mite (HDM) mice were challenged with 40 μg HDM extract by oropharyngeal aspiration 3 times per week for 3 weeks and then euthanized the day following the last challenge. Papain mice were challenged with 3.5 μg papain by oropharyngeal aspiration and euthanized 24 to 72 hours following challenge. Bronchoalveolar lavage fluid (BALF) and lungs were collected, processed, and analyzed by flow cytometry. In a subset of mice, airway hyperresponsiveness studies were performed.

### Purification of EVs from primary T_H_2 cell cultures

CD4^+^ T cells were isolated from mouse spleen and lymph node single-cell suspensions by positive bead selection. Isolated cells were polarized to T_H_2 cells by stimulation with anti-CD3, anti-CD28, IL-4, and anti-IFN-γ for 3 days. On day 3, cells were removed from anti-CD3/anti-CD28 stimulation and rested in media with IL-4 and IL-2. On day 5, cell culture media was centrifuged at 250*g* for 10 minutes to pellet cells. The supernatant was collected and centrifuged at 2000*g* for 30 minutes to pellet large cellular debris and was used for purification of rested T_H_2 cell EVs. The cells were then stimulated with anti-CD3, anti-CD28, and IL-2 for 6 hours, and media were subjected to 250*g* and 2000*g* differential centrifugation and were used for isolation of activated T_H_2 cell EVs. EVs were isolated from cell culture supernatant by size exclusion chromatography (SEC) using qEV columns (Izon Science, Christchurch, New Zealand) per manufacturer instructions. Fractions were concentrated using 100 kDa ultrafiltration. EVs were characterized by nanoparticle tracking analysis, transmission electron microscopy, and single-vesicle flow cytometry.

### *In vitro* eosinophil cultures

Eosinophils were differentiated from mouse bone marrow by culturing bone marrow cells with FLT3 ligand and stem cell factor on days 0 to 3 and IL-5 on days 4 to 12. Eosinophils were characterized by microscopy, flow cytometry, and functional studies. On culture day 12, mature eosinophils were incubated with 5 × 10^9^ EVs/mL of rested and activated T_H_2 cell EVs for 6 or 24 hours, and viability was assessed by membrane permeability, caspase 3 activity, and annexin V binding. For RNA sequencing studies, eosinophils were treated with activated T_H_2 cell EVs or parallelly processed unconditioned media (GSE253180; https://www.ncbi.nlm.nih.gov/geo/). For ruxolitinib studies, eosinophils were treated with ruxolitinib or dimethyl sulfoxide vehicle control for 30 minutes at 37°C before the addition of EVs. For IL-3 blocking studies, EVs were incubated with anti-IL-3 or isotype control antibody for 30 minutes at 37°C before eosinophil treatment.

### Statistical analysis

Data were expressed as mean ± SEM or as median and interquartile range depending on the normality of the data. Statistical significance was determined through tests denoted in the figure legends, performed by GraphPad Prism 10 software (GraphPad Software, Boston, Mass). *P* < .05 was considered statistically significant.

Additional methodologic details for T-cell and eosinophil culture, EV purification, EV characterization (nanoparticle tracking analysis, transmission electron microscopy, single-vesicle flow cytometry), mouse allergic airway models including airway hyperresponsiveness, *in vivo* administration of EVs, cell viability assays, IL-3 detection and blocking, and RNA sequencing are provided in this article’s Methods section in the Online Repository available at www.jacionline.org.

## RESULTS

### T-cell EVs are increased in type 2 lung inflammation

To test whether T-cell EVs are produced in mouse models of type 2 airway inflammation, we used a strategy previously developed in the laboratory to trace the cellular origins of EVs *in vivo*.^15^ We crossed *mTmG* mice^29^ with *Lck-Cre* mice^30^ to switch the expression of membrane-targeted Tomato for membrane-targeted green fluorescent protein (mGFP) in T cells expressing Cre recombinase (Fig 1, A). As expected, mGFP uniquely labeled T cells in these mice (Fig E1, A, in the Online Repository at www.jacionline.org). By single-vesicle flow cytometry, we detected mGFP^+^ EVs from *in vitro* cultured *Lck-Cre mTmG* CD4^+^ T cells, and these mGFP^+^ EVs could be degraded by the detergent Triton X-100, but not proteinase K (Fig 1, B and C). GFP in EVs purified by SEC also co-fractionated with the EV marker ALIX and the T-cell membrane markers CD11a and CD71, without contaminating subcellular membranes (Lamin B1—nucleus; Tom20—mitochondria) (Fig 1, D).

Having confirmed that EVs secreted by *Lck-Cre mTmG* T cells are labeled with mGFP, we next induced airway inflammation in *Lck-Cre mTmG* mice by OVA or HDM sensitization and challenge. Cellular flow cytometry on BALF showed a significant increase in airway T cells and eosinophils in OVA- and HDM-challenged mice, indicating the development of type 2 inflammation (Fig 1, E–I and M–Q; Fig E1, B), with 50% of airway T cells labeled with mGFP (Fig E1, C and D). To quantify mGFP-labeled EVs in the airway, we performed single-vesicle flow cytometry on BALF. We detected a mean of 4.62 × 10^6^ and 3.31 × 10^6^ mGFP^+^ EVs/airway in OVA- and HDM-challenged mice, respectively, which was significantly higher than in control mice (Fig 1, J and K and R and S). The linear range of detection of mGFP^+^ EVs from BALF was established by serial dilution studies, and the limit of detection was defined by running filtered PBS blanks (Fig E1, E). Loss of mGFP after Triton X-100 treatment supported that mGFP in BALF of *Lck-Cre mTmG* mice was carried by membrane-bound EVs (Fig E1, F). When the number of T-cell EVs was compared relative to the number of T cells in the airway, there were on average 67 and 69 mGFP^+^ EVs/mGFP^+^ T cell in OVA- and HDM-challenged mice, respectively (Fig 1, L and T). The number of mGFP^+^ T-cell EVs in the BALF of challenged mice positively correlated with both the number of T cells and the number of eosinophils in the BALF (Fig 1, U and V). There was also a positive correlation between T-cell EV number and airway resistance (Fig E1, G and H). Together, these data show that T cells secrete EVs in the airway during active type 2 lung inflammation.

### T_H_2 cell EVs promote eosinophil survival *in vitro*

Given the critical role of T cells in driving type 2 airway inflammation, we next investigated EV secretion from *in vitro* polarized T_H_2 cells that were either re-stimulated through the TCR (activated) or not (rested) following polarization (Fig 2, A). To avoid contamination from serum-derived EVs, T cells were polarized in serum-free media with T_H_2 cell polarization confirmed by cytokine secretion (Fig E2, A and B, in the Online Repository at www.jacionline.org). By single-vesicle flow cytometry, mGFP^+^ T-cell EV secretion did not differ between rested and activated T_H_2 cells from *Lck-Cre mTmG* mice until 24 hours of culture (Fig 2, B; Fig E2, C and D), at which point activated T_H_2 cells showed increased cell death (Fig 2, C; Fig E3, A, in the Online Repository at www.jacionline.org). Increased EV secretion by activated T_H_2 cells at 24 hours may be due to increased debris associated with cell death; thus, we used a 6-hour activation time point for our studies. Nanoparticle tracking analysis confirmed there was no difference in the quantity of EVs secreted by rested and activated T_H_2 cells at 6 hours of culture (Fig 2, D). By nanoparticle tracking analysis and transmission electron microscopy, there were also no size or morphologic differences between rested and activated T_H_2 cell EVs (Fig E3, B–D).

Because a hallmark of type 2 airway inflammation is lung eosinophilia, we investigated the effects of T_H_2 cell EVs on eosinophils. After EVs were purified by SEC from rested and activated T_H_2 cell culture media, mouse eosinophils differentiated from bone marrow (Fig E4, A–D, in the Online Repository at www.jacionline.org) were treated with 5 × 10^9^ EVs/mL, and viability was assessed with a membrane permeable dye (Fig 2, E). Treatment with rested EVs did not change survival from the nontreated condition; however, treatment with activated T_H_2 cell EVs increased eosinophil survival 2.5 times, equivalent to the survival benefit conferred by exogenous dosing of the canonical pro-survival cytokine IL-5 (Fig 2, F and G). Activated T_H_2 cell EVs promoted eosinophil survival through the inhibition of apoptosis, with decreased levels of annexin V binding and decreased caspase 3 activity in treated eosinophils (Fig 2, H–J). This effect on viability was dose dependent, with a half maximal effective concentration of 1.2 × 10^9^ EVs/mL (Fig 2, K), which was similar to the estimated physiologic concentration of T-cell EVs in airway lining fluid based on our genetic tracing studies from OVA and HDM models (2 × 10^9^ EVs/mL) (Fig E4, E). No effects of rested T_H_2 cell EVs were seen after treating eosinophils with increasing doses, suggesting a qualitative rather than quantitative difference in EVs secreted following T_H_2 cell activation through the TCR.

### T_H_2 cell EVs prolong eosinophilia and promote eosinophil survival *in vivo*

After establishing that activated T_H_2 cell EVs increase eosinophil viability *in vitro*, we hypothesized that activated T_H_2 cell EVs would prolong eosinophilia during airway inflammation *in vivo*. To minimize the contribution of endogenous T cell–derived EVs, we employed the papain model of airway inflammation, in which damage to the airway epithelium caused by protease activity of papain leads to the recruitment of eosinophils in the absence of an endogenous T-cell response.^31^ In our papain model, eosinophil numbers peaked at 48 hours following papain challenge and largely resolved by 72 hours (Fig 3, A and B). We found that administration of 2 × 10^9^ activated T_H_2 cell EVs at 48 hours after papain administration resulted in significantly increased SiglecF^+^CD11b^+^SSC^high^ eosinophils at 72 hours in the airways compared with mice treated with parallelly processed unconditioned media as a sham control (Fig 3, C and D). Interestingly, there was also a trend toward increased tissue eosinophils in the lung in EV-treated mice, whereas there was no difference in the number of eosinophils in the blood vessels in the lungs distinguished from tissue by intravascular anti-CD45 labeling (Fig 3, E and F). Total airway and lung tissue F4/80^+^CD11c^+^ macro-phages and TCRb^+^CD4^+^ T cells did not change with EV treatment, indicating a selective effect on eosinophils (Fig 3, G–J). Eosinophils from the BALF of EV-treated mice had reduced annexin V^+^ apoptotic eosinophils (Fig 3, K–M). Together, these data demonstrate that EVs produced from TCR-activated T_H_2 cells can promote eosinophil survival and prolong eosinophil-rich inflammation in the lung.

### T_H_2 cell EVs induce survival and activation pathways in eosinophils

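Eosinophils differentiated from mouse bone marrow were cultured for 24 h with EVs from activated T_H_2 cells or with sham control, which is unconditioned medium carried through the same EV isolation. RNA was sequenced from 3 EV-treated and 3 sham-treated cultures. The authors trimmed the reads with Cutadapt, estimated a count for each gene with Salmon and deposited these estimated counts, which need not be whole numbers, for 16254 genes listed by symbol. The counts per sample summed to 32808674, 23697620 and 24158650 in sham replicates 1 to 3 and to 32260914, 37668588 and 37874426 in EV replicates 1 to 3, so that the EV-treated libraries were on the whole deeper. The 10 genes with the highest counts took between 8.49% and 9.54% of each library. The counts were rounded to whole numbers, scaled between samples with edgeR's TMM method and filtered for low counts, which left 13498 genes. EV- and sham-treated samples were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment across these genes. Normalized counts are the rounded counts divided by the TMM-scaled library size, relative to the geometric mean of the 6 samples. The deposited normalized counts differ from these in 1 added to every rounded count and in the size factors of the samples. Counting error is small at this depth, and the spread between the 3 cultures of each group sets the precision. That spread was larger among sham-treated than among EV-treated cultures. The chi-square per gene was 33.6, 27.9 and 13.6 for the 3 pairs of sham-treated and 10.4, 9.96 and 8.76 for the 3 pairs of EV-treated samples, over 13005 to 13163 genes, where sampling noise alone gives about 1. With 3 samples per group, an exact permutation test of a single gene cannot give a two-sided p under 0.1.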

To determine how T_H_2 cell EVs affect eosinophil viability, we assessed eosinophil gene expression by bulk RNA sequencing following treatment of cultured eosinophils with activated T_H_2 cell EVs or parallelly processed unconditioned media as a sham control. Principal component analysis showed that 96% of variance was due to EV treatment (Fig 4, A). 

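In the deposited counts, the first principal component carried 93.0% of the variance and the second 3.88%, after DESeq2's variance stabilizing transformation of the 500 most variable genes. On the first component the 3 EV-treated samples lay between 19.4 and 20.3 and the 3 sham-treated samples between -22.1 and -16.1, with sham replicate 1 nearest to the EV-treated samples. The second component separated sham replicate 1, at 5.95, from sham replicate 2, at -5.26. EV replicate 1 lay at 4.53 on it, on the same side as sham replicate 1. The share of the first component was 93.0% with the regularized log too, but fell to 68.03% with log2 CPM. The components describe these 6 samples, and no test was applied to them.

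**Figure D1:**
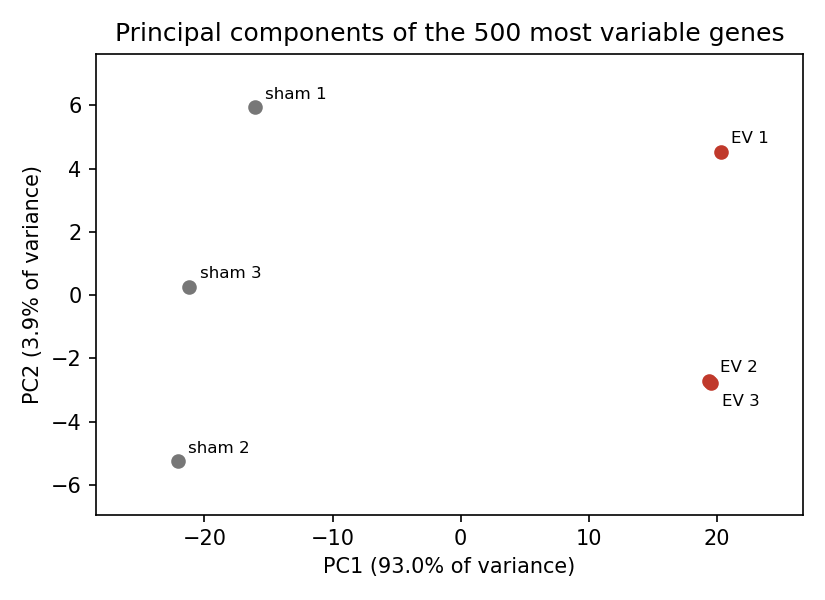
Scores of the 6 samples on the first (x axis) and second (y axis) principal components of the 500 most variable genes, in units of the transformed counts. The groups are apart on the first component, and replicate 1 of each group has the highest score of its group on the second.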

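Of the 13498 genes tested, 365 were higher and 642 were lower in EV-treated eosinophils at an adjusted p under 0.01 from edgeR's quasi-likelihood test, an absolute log2 fold change of at least 1 and a mean normalized count over 100. In all of these genes the 3 EV-treated samples lay on the same side of the 3 sham-treated samples. Groups of 3 separate in this way for 10% of genes by chance, and did so for 49.6% of the genes tested. Replicate numbers are shared by the groups, and the deviations of same-numbered samples from their group means correlated weakly across genes, with a mean r of 0.159. These correlations are across genes, which are not independent replicates. With the replicate number as a block in the model, 384 genes were higher and 679 were lower. The requirement on the mean count matters, since 419 genes were higher and 857 were lower without it. Among the most increased genes, Car4 rose from 9.40 ± 0.721 (SD, n = 3) to 1303 ± 123 (SD, n = 3) normalized counts, and Retnla from 18.5 ± 12.4 (SD, n = 3) to 4494 ± 670.5 (SD, n = 3). Their log2 fold changes were 7.09 (standard error 0.167, adjusted p = 6.6e-09) and 7.81 (standard error 0.252, adjusted p = 2.87e-08) in edgeR's quasi-likelihood test. Ccn3 had at most 3 counts in each sham-treated library and was at least 369.6-fold higher in EV-treated eosinophils. Gvin-ps4, a pseudogene by its symbol that had no match in the transcripts searched for copies, had no count in any sham-treated library and was at least 299.5-fold higher. Serpina3g, which shares 28.4% of its 31-base words with other genes, rose by a log2 fold change of 7.90 (adjusted p = 3.53e-07 from the same test). Among the most decreased genes, Nptx1 fell from 242 ± 96.5 (SD, n = 3) to 3.55 ± 1.34 (SD, n = 3) normalized counts, a log2 fold change of -6.02 (adjusted p = 7.41e-06), and Mamdc2 and Cav1 had log2 fold changes of -5.43 and -5.20. Reads of 2 further decreased genes are uncertain. All 31-base words of Gm10052 also occur in Hnrnpa1, and 76.1% of those of Ctla2b occur in other genes. Part of the genes called lower may reflect a smaller share of macrophage RNA in the EV-treated cultures. Outside the macrophage and stromal marker lists, 627 genes were called lower. Their median correlation with the macrophage markers' deviations from group means was 0.699 across the 6 samples. A lower macrophage-like program within the same cells would give the same pattern.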

In EV- versus sham-treated eosinophils, 369 genes were significantly (adjusted *P* < .01) upregulated (Log_2_ fold change ≥ 1), and 667 genes were significantly downregulated (Log_2_ fold change ≤ −1) (Fig 4, B; Tables E1 and E2 in the Online Repository at www.jacionline.org).

Consistent with protection of eosinophils from apoptosis with activated T_H_2 cell EV treatment (Fig 2, H–J), the intrinsic anti-apoptotic genes *Bcl2* and *Bcl2l1* (*Bcl-xL*) showed increased expression, and the intrinsic pro-apoptotic gene *Bcl2l11* (*Bim*) showed decreased expression in EV- versus sham-treated eosinophils (Fig 4, C). These genes are known to be regulated downstream of eosinophil survival pathways, including cytokine signaling, Fas/FasL signaling, CD40/CD40L signaling, TNF-*α*/fibronectin signaling, and Siglec-F cross-linking.^32–34^ 

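Bcl2 had 765 ± 59.3 (SD, n = 3) normalized counts in sham-treated and 1906 ± 170 (SD, n = 3) in EV-treated eosinophils, a log2 fold change of 1.32 (standard error 0.0945, adjusted p = 3.95e-06 from edgeR's quasi-likelihood test). Bcl2l1 had 1265 ± 281 (SD, n = 3) and 2239 ± 51.2 (SD, n = 3), a log2 fold change of 0.83 (standard error 0.137, adjusted p = 0.00103 from the same test). Its sham-treated samples ranged from 959.6 to 1513, and all lay under the lowest EV-treated sample. Bcl2l11 had 2503 ± 88.9 (SD, n = 3) and 1374 ± 87.96 (SD, n = 3), a log2 fold change of -0.87 (standard error 0.0724, adjusted p = 1.07e-05). With each sample left out in turn, the log2 fold change stayed between 1.25 and 1.38 for Bcl2, between 0.67 and 0.99 for Bcl2l1 and between -0.91 and -0.83 for Bcl2l11, and each kept its adjusted p under 0.01 in all 6 fits. With the replicate number as a block, the adjusted p was 2.37e-08, 1.02e-05 and 3.59e-07 in turn. Of the 13 genes drawn in Fig 4C, 6 passed an adjusted p of 0.01, 5 of them higher and 1 lower with EVs, and 6 passed with the block. Bak1 and Pmaip1, which promote apoptosis, were among the higher genes, with log2 fold changes of 0.51 and 0.55. Apaf1 had an adjusted p of 0.0101, just over the threshold, and passed it with DESeq2 (adjusted p = 0.000577). It did not pass with the replicate block (adjusted p = 0.016), without TMM (0.286) or in any of the 6 fits that left out a sample. When p-values were adjusted over the 13 genes alone, 7 passed. The paper relates the higher Bcl2 and Bcl2l1 and the lower Bcl2l11 to the protection of EV-treated eosinophils from apoptosis in its viability assays.

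**Figure D2:**
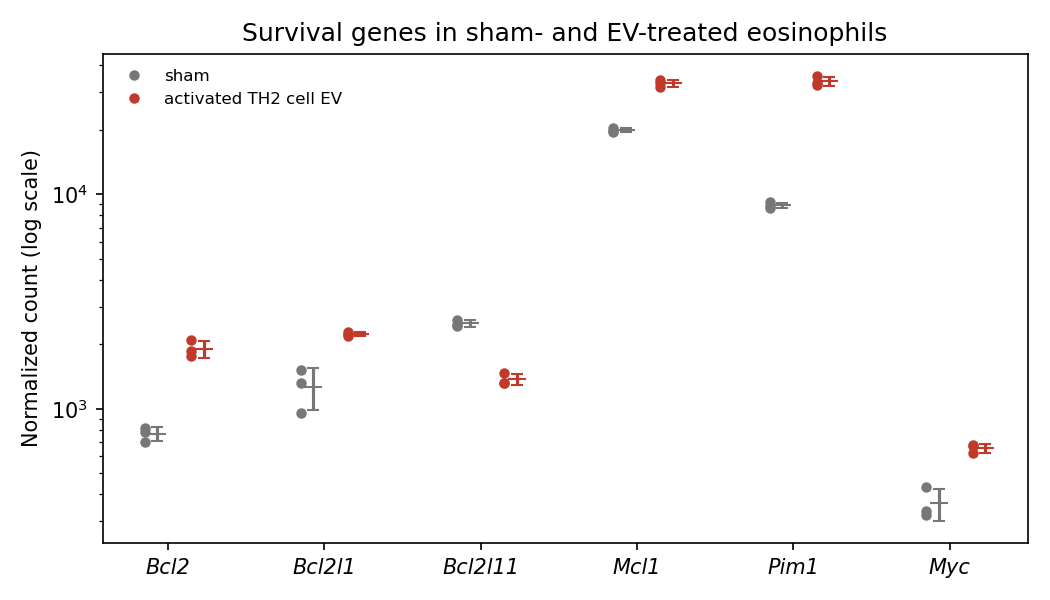
Normalized counts (y axis, log scale) of Bcl2, Bcl2l1, Bcl2l11, Mcl1, Pim1 and Myc in the 3 sham-treated and 3 EV-treated samples. Points are samples, and the horizontal marks with bars are the mean and SD of each group. Bcl2l11 is lower and the other genes are higher in every EV-treated sample.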

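Of the 10 extrinsic apoptosis genes listed in Fig E5A, 4 changed at an adjusted p under 0.01 in edgeR's quasi-likelihood test, and 4 did so with the replicate number as a block. Tnf rose from 903 ± 73.8 (SD, n = 3) to 1724 ± 63.3 (SD, n = 3) normalized counts, a log2 fold change of 0.93 (adjusted p = 1.63e-05). Tnfrsf1a, which encodes a TNF receptor, fell from 1206 ± 266 (SD, n = 3) to 561 ± 41.8 (SD, n = 3), a log2 fold change of -1.10 (adjusted p = 0.000324). Traf5 was higher, with a log2 fold change of 0.74.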

We observed fewer significant changes in the extrinsic apoptosis pathway (Fig E5, A, in the Online Repository at www.jacionline.org).

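The gene set collection used in the paper was not used here, and lists written from memory of such pathways stand in for it. Each list was compared with all other genes by limma's camera test on log2 CPM, with Benjamini-Hochberg adjustment over 17 lists. The 73 genes of IL-6/JAK/STAT3 signaling had a median log2 fold change of 0.27 (adjusted p = 0.0213), with 27 genes higher and 18 lower at an adjusted p under 0.01 for the gene. With the replicate number as a block, the camera test gave an adjusted p of 0.0562 for this list. The list was at percentile 100 of 10000 random lists of the same size and expression, and the mouse Reactome set for interleukin-6 signaling had a median of 0.32 over 10 genes (adjusted p = 0.00383). Socs1, Ccl7 and Socs3 changed most in the IL-6/JAK/STAT3 list. The 152 genes of IL-2/STAT5 signaling had a median of 0.0764 (adjusted p = 0.242, and 0.378 with the block), with 51 genes higher and 38 lower. In place of camera on edgeR's values, a camera test on DESeq2's Wald statistics gave an adjusted p of 0.000191 for the IL-2/STAT5 list. The mouse Reactome set for interleukin-2 signaling, which is a different and smaller set, had a median of 0.20 over 37 genes (camera adjusted p = 0.00285). P-values of the Reactome sets were adjusted over those sets alone.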

Gene set enrichment analysis identified enrichment of gene sets involved in Janus kinase/signal transducer and activator of transcription (JAK/STAT)–dependent signaling in EV- versus sham-treated eosinophils (Fig 4, D). 

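Among the genes drawn in Fig 4E, 16 could be tested, of which 10 were higher and 1 was lower in EV-treated eosinophils at an adjusted p under 0.01 in edgeR's quasi-likelihood test. With the replicate number as a block, 12 changed. Mcl1 rose from 19939 ± 420 (SD, n = 3) to 32973 ± 1204 (SD, n = 3) normalized counts, a log2 fold change of 0.73 (standard error 0.0511, adjusted p = 3.58e-06). Pim1 rose from 8890 ± 279 (SD, n = 3) to 33812 ± 1598 (SD, n = 3), a log2 fold change of 1.93 (standard error 0.0572, adjusted p = 2.04e-08). Myc had 363 ± 61.8 (SD, n = 3) and 655 ± 30.6 (SD, n = 3), a log2 fold change of 0.85 (standard error 0.14, adjusted p = 0.000976). The increases in Socs1, Socs2 and Socs3 were larger, with log2 fold changes of 5.10 (standard error 0.189), 2.49 (standard error 0.116) and 3.77 (standard error 0.103). Cish, another inhibitor of cytokine signaling, rose from 721 ± 52.9 (SD, n = 3) to 14912 ± 446 (SD, n = 3), a log2 fold change of 4.37 (adjusted p = 3.64e-10). Ccnd1 was lower, with a log2 fold change of -1.93 (adjusted p = 3.16e-05). Socs6 had a log2 fold change of -0.77 with an adjusted p of 0.0106, and of 0.000396 with the block.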

Consistent with this observation, we saw upregulation of many genes downstream of JAK/STAT signaling, including the pro-survival factors *Mcl1*, *Pim1*, and *Myc* and the negative regulators of cytokine signaling *Socs1*, *Socs2*, and *Socs3* (Fig 4, E). To test whether JAK/STAT signaling was required for eosinophil survival in response to activated T_H_2 cell EVs, we used the small-molecule JAK1/2 inhibitor ruxolitinib (Fig 4, F). Eosinophils cultured with either activated T_H_2 cell EVs or IL-5 demonstrated a dose-dependent inhibition of survival with ruxolitinib treatment (Fig 4, G; Fig E5, B and C). Treatment with ruxolitinib completely abrogated the survival benefit of activated T_H_2 cell EVs (Fig 4, H), indicating that activated T_H_2 cell EVs mediate eosinophil survival through JAK1/2 signaling. 

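The interferon list had the smallest p-value of the 17 lists in limma's camera test. Its 83 genes had a median log2 fold change of 0.37 in EV-treated eosinophils (adjusted p = 3.13e-07, and 8.33e-07 with the replicate number as a block), with 40 genes higher and 4 lower at an adjusted p under 0.01. Of the 3 genes that changed most, Gbp3 had at most 3 counts in each sham-treated library and was at least 7.86-fold higher, and Usp18 rose by a log2 fold change of 2.65 (adjusted p = 0.000989 from edgeR's quasi-likelihood test). Procr was lower, with a log2 fold change of -2.86 (adjusted p = 5.17e-05). The 175 genes of TNF signaling through NF-κB had a median of 0.0975 (camera adjusted p = 0.164, and 0.244 with the block), with 60 genes higher and 42 lower. The 154 inflammatory response genes had a median of 0.0728 (camera adjusted p = 0.116, and 0.211 with the block), with 51 genes higher and 35 lower. In both lists many genes thus changed in opposite directions. A camera test on DESeq2's Wald statistics gave an adjusted p of 0.000205 for each of them. Genes of allograft rejection were not analysed here.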

Additional gene sets enriched in EV- versus sham-treated eosinophils included inflammatory/immunity-related sets—TNF-*α*, IFN, inflammatory response, and allograft rejection (Fig 4, D). 

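The 193 genes of mTORC1 signaling had a median log2 fold change of 0.0821 in EV-treated eosinophils (camera adjusted p = 0.0322, and 0.0521 with the replicate number as a block), with 49 genes higher and 22 lower at an adjusted p under 0.01. This list was at percentile 88.7 of random lists of the same size and expression. A broad list of 165 glycolysis genes, which takes in genes of related carbohydrate metabolism, had a median of -0.0495 (camera adjusted p = 0.225, and 0.211 with the block), with 24 genes higher and 41 lower. It was at percentile 2.8 of matched random lists (adjusted p = 0.111 over the 17 lists). The 24 glycolytic enzymes and transporters taken alone moved the other way, with a median of 0.18 (camera adjusted p = 0.00168, and 0.00714 with the block), although they were only at percentile 73.8 of matched random lists. Of these, 10 were higher and 1 was lower. Slc16a3, a lactate exporter, rose from 6980 ± 750.4 (SD, n = 3) to 14824 ± 276 (SD, n = 3) normalized counts, a log2 fold change of 1.09 (adjusted p = 3.5e-06 from edgeR's quasi-likelihood test). Aldoc rose by a log2 fold change of 1.23 (adjusted p = 3.29e-05), and Eno2 had a log2 fold change of -2.57 (adjusted p = 0.000264).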

Several metabolism pathways were also regulated by EV treatment, with mTORC1 signaling genes increased and glycolysis genes decreased in EV-treated cells (Fig 4, D; Fig E5, D). Together, these data support that coordinated regulation of apoptosis in addition to inflammatory and metabolism pathways may allow eosinophils to both survive and participate in inflammatory responses after EV-mediated signaling from activated T_H_2 cells.

### IL-3 is a surface cargo carried on activated T_H_2 cell EVs

The common β chain family of cytokines signals through JAK/STAT and has critical roles in eosinophil survival and function.^35–37^ In our culture system, IL-3 was ≥40 times more abundant than the other β chain family members IL-5 and GM-CSF in preparations of purified EVs from T_H_2 cell cultures (Fig 5, A). Activated T_H_2 cell EVs carried an average of 6.9 pg IL-3 per 10^9^ EVs (minimum = 1.73, maximum = 21.3, SEM = 4.8) (Fig 5, B). The amount of EV-associated IL-3 significantly increased on activation through the TCR (Fig 5, A and B). Consistent with published data,^38^ T cells required TCR stimulation to produce large quantities of IL-3 (Fig E6, A and B, in the Online Repository at www.jacionline.org). In activated T_H_2 cell cultures, IL-3 was enriched in fractions containing the highest EV particle counts by nanoparticle tracking analysis (Fig 5, C and D). Cytokines can be carried both on the surface and within EVs.^19,28,39^ IL-3 was degraded by proteinase K in EV preparations, demonstrating that this cytokine is carried as a surface cargo (Fig 5, E). In further support of IL-3 being a surface cargo, equal amounts of IL-3 were detected by ELISA in lysed and unlysed samples (Fig 5, F and G). Finally, following surface shaving of EVs by proteinase K, activated T_H_2 cell EVs did not support eosinophil survival, indicating that a surface protein cargo was required for EV function (Fig 5, H; Fig E6, C–F).

### IL-3 cargo on T_H_2 cell EVs promotes eosinophil survival

To determine whether EV-associated IL-3 is required for EVs to promote the survival of eosinophils, we performed antibody blocking experiments. Blocking of IL-3 significantly decreased the survival of eosinophils treated with activated T_H_2 cell EVs in a dose-dependent manner (Fig 6, A and B). Because cytokines can be both EV-associated and free proteins,^19,28,39^ we next compared the function of EV-containing (fractions 1–4) and free protein (fractions 9–12) preparations from T_H_2 cell cultures (Fig 6, C). We treated eosinophils with these fractions, equalizing for the amount of IL-3. Although both EVand free protein fractions supported eosinophil survival, the EV-containing fractions promoted a higher level of eosinophil survival than the free protein fractions at 24 hours (70% vs 62%, *P* = .0001) (Fig 6, D; Fig E7, A, in the Online Repository at www.jacionline.org). Antibody blocking experiments demonstrated that IL-3 contributed to the pro-survival effects of both sets of collected fractions (Fig 6, E and F). EVs with IL-3 were also highly effective at promoting eosinophil survival compared with recombinant cytokine (Fig E7, B and C). When cultures were examined over time, EVs were better able to sustain eosinophil survival than free protein fractions (51% vs 26% at 48 hours, *P* < .0001; 38% vs 9% at 72 hours, *P* < .0001) (Fig 6, G–J; Fig E7, D and E). Importantly, IL-3 was required for the pro-survival effects of activated T_H_2 cell EVs, even at these later time points (Fig 6, K–N). Together, these data support that EV-associated IL-3 from activated T_H_2 cells can serve as a communicating cargo that supports eosinophil survival.

## DISCUSSION

Therapies aimed at reducing eosinophil number through inhibiting IL-5/IL-5 receptor signaling are approved for clinical use in eosinophilic airway diseases, including asthma and chronic rhinosinusitis with nasal polyps.^40–47^ Identifying fundamental signaling pathways that promote eosinophilic inflammation allowed for the development of these novel and effective biological therapies. Continued investigations into basic mechanisms of eosinophil-rich type 2 inflammation will offer new therapeutic possibilities to care for patients with suboptimal or incomplete responses to therapy. Indeed, in at least some patients treated with anti-IL-5 therapy, eosinophils can remain in the lung and retain an activated phenotype, suggesting the presence of untargeted drivers of disease-causing eosinophilia.^48^ EVs have recently been identified as a form of cell-to-cell communication important for tissue inflammation.^49^ Although EV origins, numbers, and cargos are changed in respiratory biofluids during airway inflammation,^14,15,50–52^ how EVs communicate signals in the lung remain poorly understood.

In this study, we used membrane tracing strategies to identify that T-cell EVs are increased >10-fold in OVA and HDM models of type 2 airway inflammation. Furthermore, our results support that activated T_H_2 cell EVs are sufficient to promote eosinophil survival *in vitro* and *in vivo* and prolong eosinophilia in the lung through paracrine signaling. Our data also raise the possibility that EVs administered into the airspace may affect eosinophil numbers beyond the airway lumen in the lung parenchyma, which may be important for the therapeutic application of EVs. These findings together with our observations that T_H_2 cell EVs are sufficient to induce robust pro-survival, proinflammatory, and metabolic gene expression programs in eosinophils support the hypothesis that T_H_2 cell EVs participate as a signaling axis and a part of the unique local microenvironment in type 2 lung inflammation.

This work also highlights how changes in EV cargo are linked to cellular state and affect EV functions. Here, we found that although activation of T_H_2 cells through the TCR does not change the basic physical characteristics (ie, size, number, morphology) of secreted EVs, only EVs from reactivated T_H_2 cell EVs are capable of promoting eosinophil survival. These data suggest that polarized effector T cells in the tissues may need to encounter antigen to license EVs to promote inflammation. Future work is needed to test the function of EVs from other polarized effector cell populations (ie, T_H_1 and T_H_17) in airway inflammation, how cues from the environment may change EV secretion in allergen-driven airway inflammation, and whether the function of T-cell EVs changes in patients with asthma.

Although cytokines have largely been studied as freely soluble molecules, they have also recently been identified as surface and luminal EV cargos.^19,26,28,39^ In this study, we found that activated T_H_2 cell EVs carry the cytokine IL-3 as a surface cargo. Blocking this IL-3 dramatically reduced the ability of activated T_H_2 cell EVs to promote eosinophil survival. Although increases in IL-3 levels can be detected in patients with asthma and mouse models of allergic airway inflammation, and IL-3 can promote bone marrow production of eosinophils during inflammatory responses, including hypersensitivity reactions and parasite infections, the role of this cytokine in the pathogenesis of airway inflammatory diseases is poorly understood.^53–59^

Finally, a surprising finding was that T_H_2 cell EVs sustained eosinophil survival longer and more robustly than free protein fractions, despite dosing for equal IL-3 amounts. This observation suggests that EVs may potentiate cytokine function, possibly through targeting cytokines to recipient cells, protecting cytokine cargos from degradation, and/or changing signaling downstream of cytokine receptors. If EVs serve to enhance or amplify cytokine signaling in tissues, even low concentration EV-associated IL-3 may be a driver of lung inflammation. Eosinophilic inflammation is a hallmark of multiple diseases, including eosinophilic granulomatosis with polyangiitis, hypereosinophilic syndrome, and eosinophilic esophagitis.^60–62^ In addition, because cytokines mediate immune cell communication during virtually all inflammation-mediated pathologies, understanding the mechanisms by which EVs control cytokine function could lead to in-sights into how to treat both eosinophil-rich and other inflammatory diseases.

## Supplementary Material

1

2

3

4

## Figures and Tables

**FIG 1.**
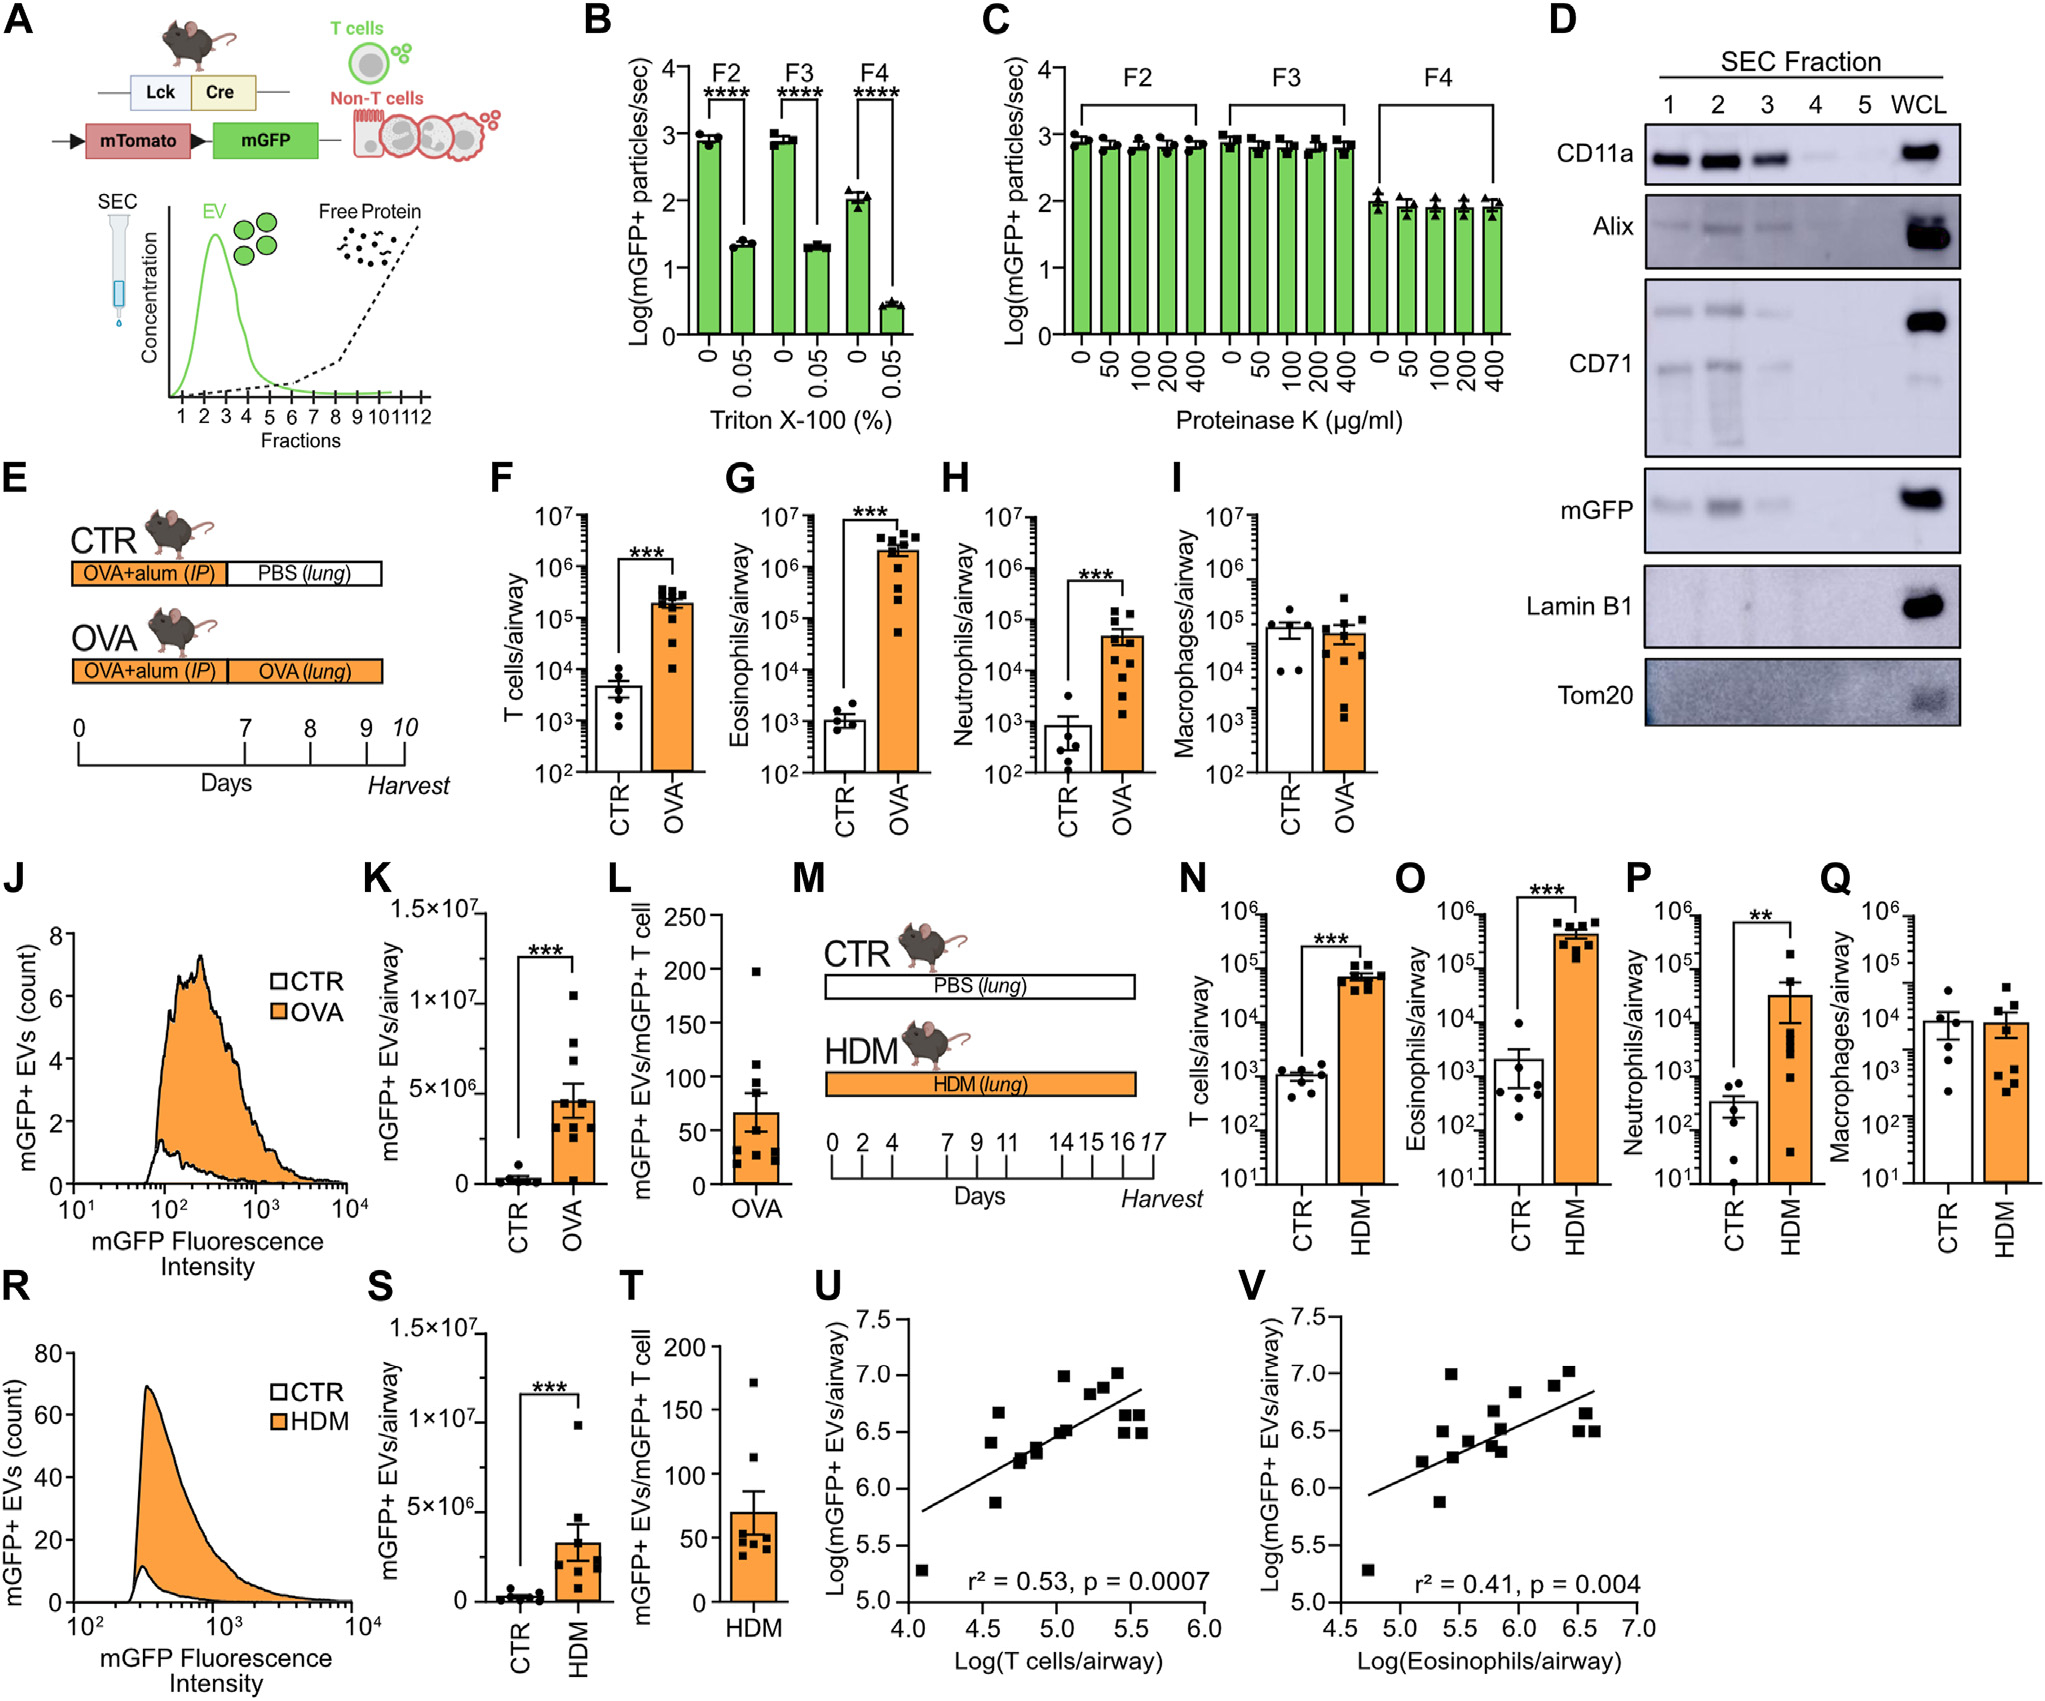
T-cell EVs are increased in type 2 lung inflammation. **(A)** Graphical depiction of the *Lck-Cre mTmG* mouse model and SEC fractionation of T-cell culture media. **(B** and **C)** Quantification of mGFP^+^ particles detected per second in *Lck-Cre mTmG* T-cell culture media by single-vesicle flow cytometry following *(B)* Triton X-100 treatment and *(C)* proteinase K treatment. n = 3, 2-way ANOVA with Sidak test for multiple comparisons. **(D)** Western blot of lysates obtained by SEC fractionation of *Lck-Cre mTmG* T_H_2 cell culture supernatant at 6 hours of culture. Equal loading volume between fractions. **(E** and **M)** Graphical depiction of *(E)* OVA and *(M)* HDM airway inflammation models. **(F-I** and **N-Q)** Quantification of the number of *(F* and *N)* T cells, *(G* and *O)* eosinophils, *(H* and *P)* neutrophils, and *(I* and *Q)* macrophages in the airways of *(F-I)* OVA and *(N-Q)* HDM mice following induction of airway inflammation. **(J** and **R)** Averaged histograms depicting the number of EVs corresponding to mGFP fluorescence intensity in *(J)* OVA and *(R)* HDM mice detected by single-vesicle flow cytometry in BALF. **(K** and **S)** Quantification of mGFP^+^ particles in the airways of *(K)* OVA and *(S)* HDM mice. **(L** and **T)** Quantification of the number of mGFP^+^ particles per mGFP^+^ T cell in the airways of *(L)* OVA and *(T)* HDM mice. **(U** and **V)** Correlation between mGFP^+^ particles and *(U)* T cells or *(V)* eosinophils in the airways of mice with induced type 2 airway inflammation (OVA and HDM experiments combined). *(F-L)* n = 6 CTR, n = 10 OVA, 2 independent experiments, 2-tailed Mann-Whitney test. *(N-T)* n = 7 CTR, n = 8 HDM, 2 independent experiments, 2-tailed Mann-Whitney test. *(U* and *V)* n = 10 OVA, 8 HDM, 4 independent experiments, simple linear regression. By flow cytometry, T cells were defined as TCRβ^+^ and CD4^+^ or CD8^+^, eosinophils were defined as Siglec F^+^ CD11b^+^ SSC^high^, neutrophils were defined as Ly6G^+^ CD11b^+^, and macrophages were defined as F4/80^+^ CD11c^+^. A full gating scheme can be found in Fig E1, B. All error bars represent SEM. **P < .01, ***P < .001, ****P < .0001. *CTR,* Control (PBS challenged); *WCL,* whole-cell lysate.

**FIG 2.**
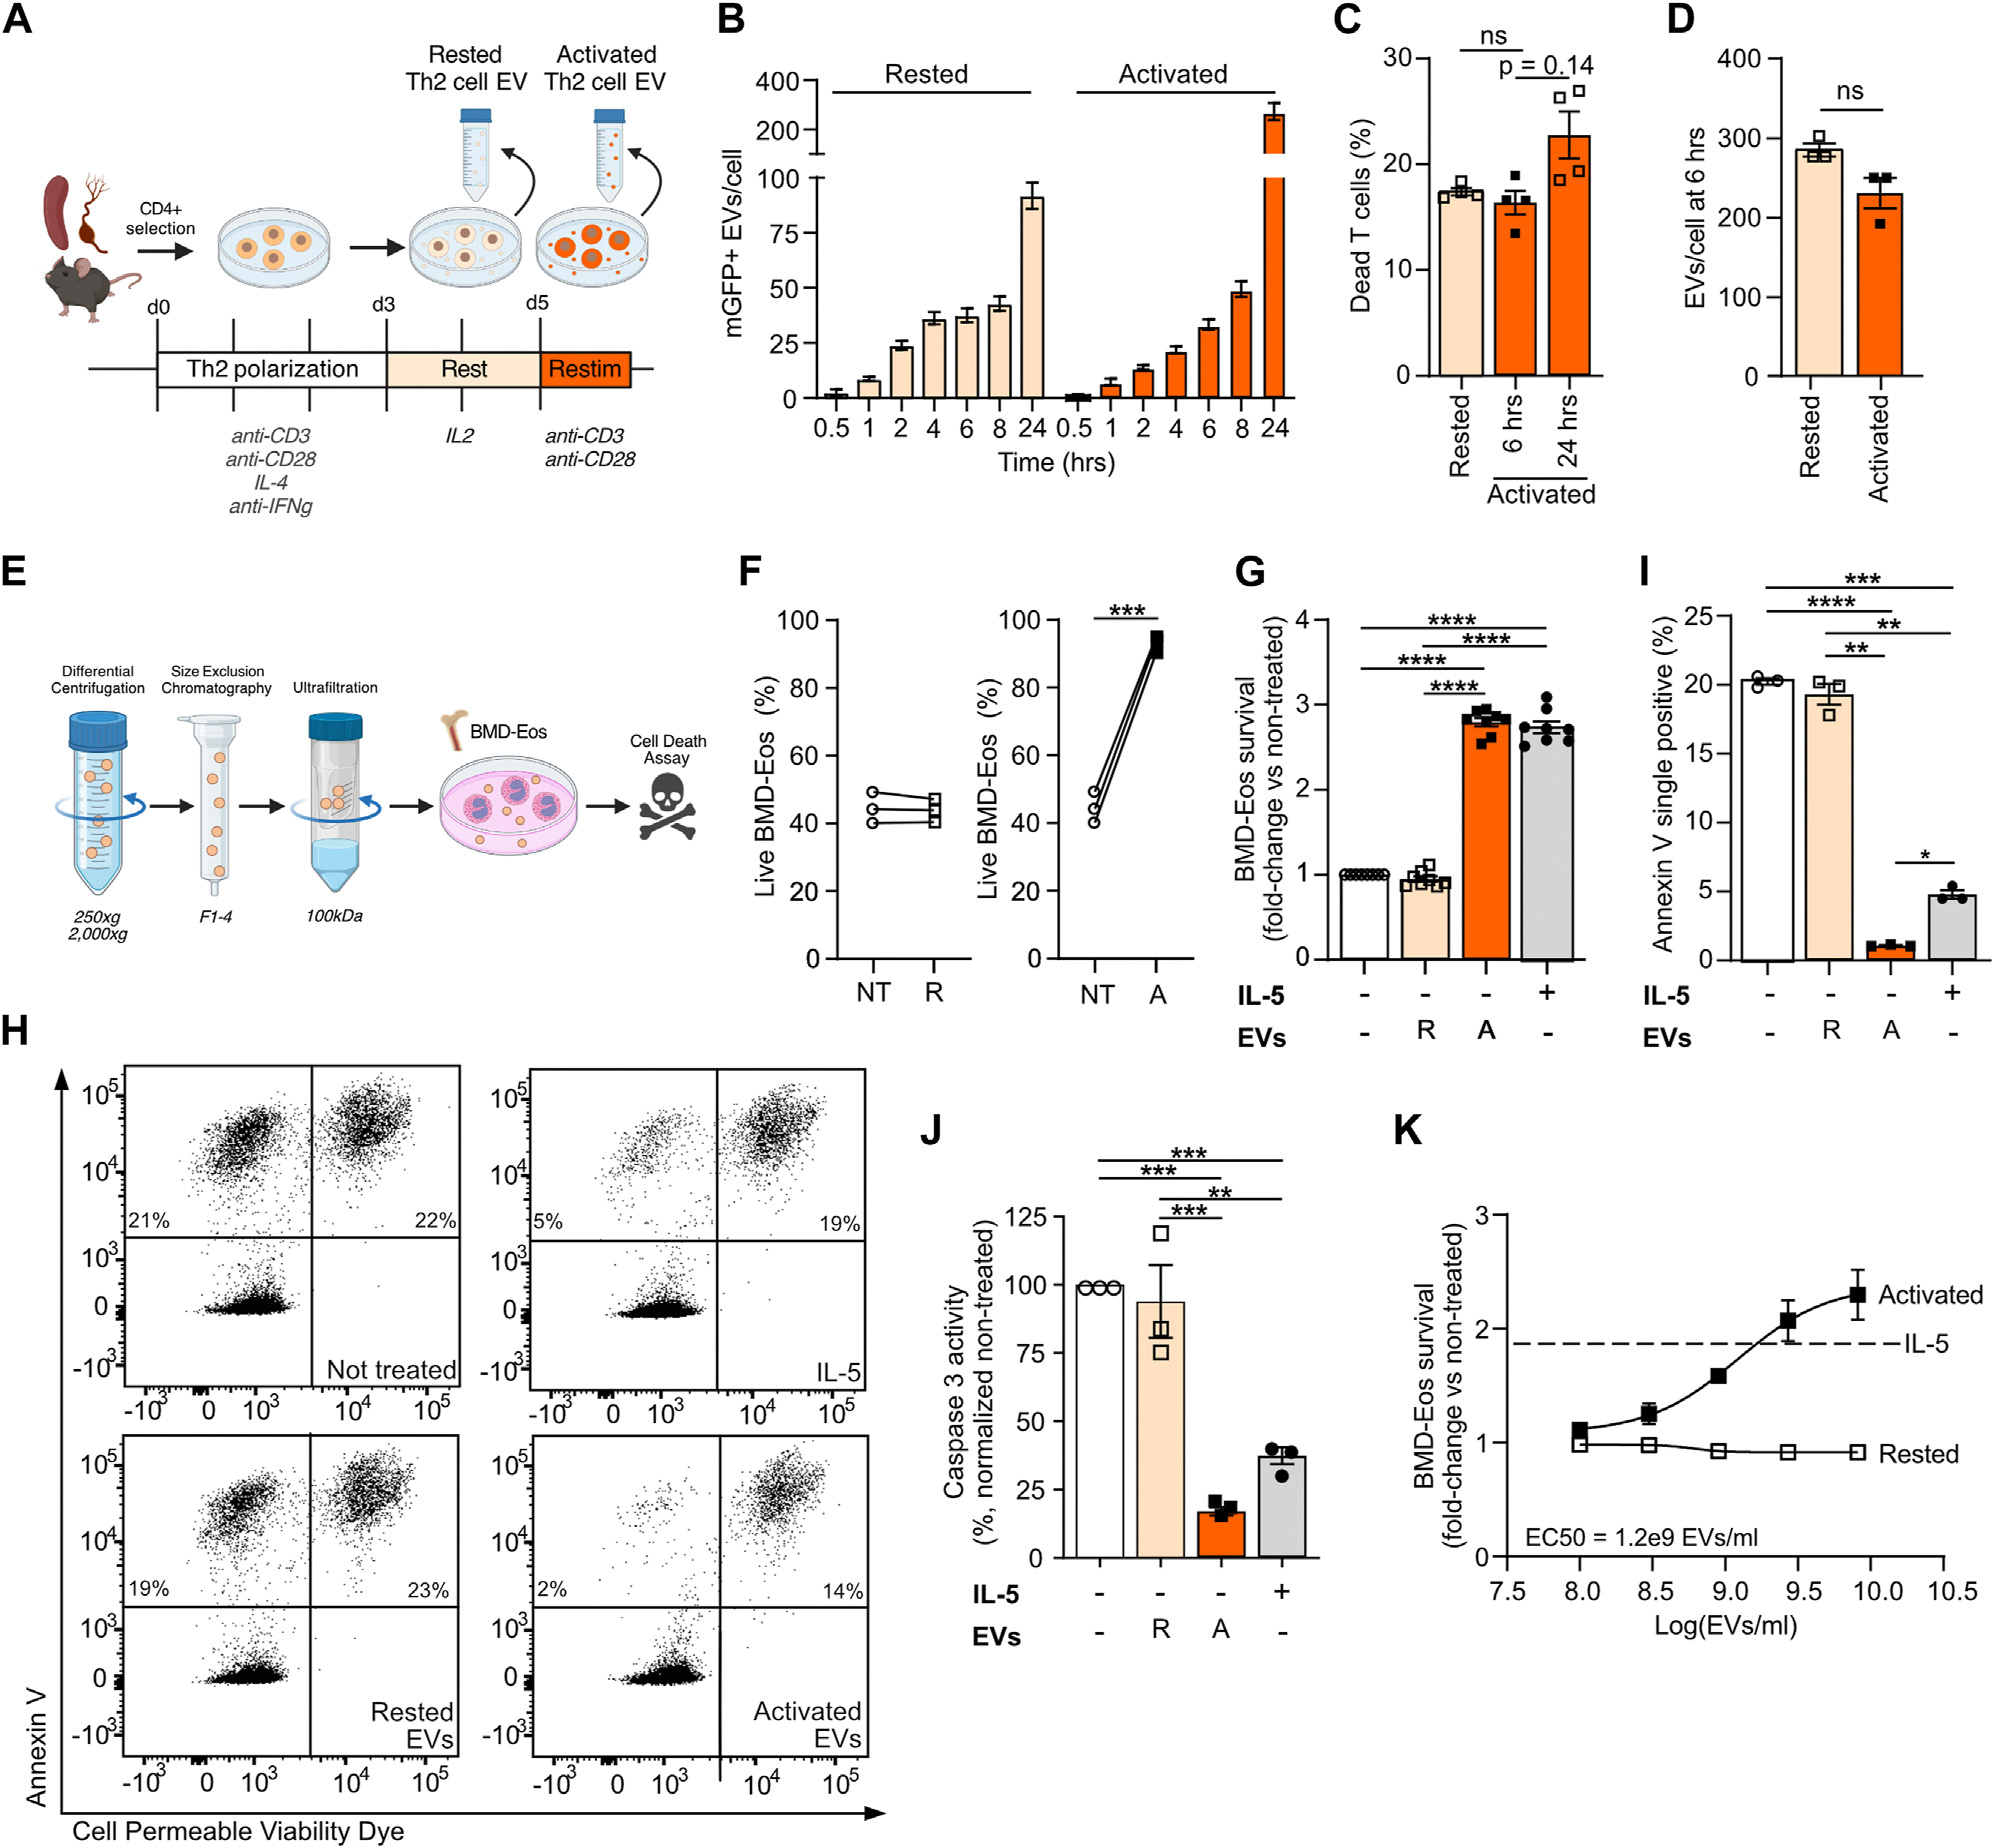
T_H_2 cell EVs promote eosinophil survival *in vitro*. **(A)** Graphical depiction of T_H_2 polarization of primary mouse T cells. **(B)** Quantification of EV production over time by rested and activated T_H_2 cells by single-vesicle flow cytometry. n = 3 for 0.5 to 8 hours, n = 2 for 24 hours. **(C)** Quantification of T-cell death at 6 and 24 hours following activation. n = 4, 1-way ANOVA (vs rested) with Bonferroni correction for multiple testing. **(D)** Quantification of EV production by rested and activated T_H_2 cells at 6 hours of culture by nanoparticle tracking analysis. n = 3, 2-tailed *t* test. **(E)** Graphical depiction of EV purification from T_H_2 cell culture media and treatment of bone marrow derived eosinophils. **(F)** Representative experiment showing quantification of percent survival of rested *(left)* and activated *(right)* T_H_2 cell EV–treated eosinophils by dye permeability assay at 24 hours post-treatment with 5 × 10^9^ EVs/mL. n = 3, 2-tailed paired *t* test, representative of 3 independent experiments. **(G)** Quantification of eosinophil survival by dye permeability assay as fold change over the nontreated condition at 24 hours post-treatment with 5 × 10^9^ T_H_2 cell EVs/mL; representative experiment showing % survival is shown in *(F)*. n = 9, 3 independent experiments, 1-way ANOVA with Tukey multiple comparisons test. **(H)** Representative flow cytometry plots showing % annexin V and permeability dye-stained cells of eosinophils following 24 hours of treatment with no cytokine or EVs, 10 ng/mL IL-5, or 5 × 10^9^ rested or activated T_H_2 cell EVs/mL. **(I)** Quantification of annexin V^+^ permeability dye^−^ eosinophils following 6 hours of treatment with 5 × 10^9^ T_H_2 cell EVs/mL. **(J)** Quantification of caspase-3 activity in eosinophils following 6 hours of treatment with 5 × 10^9^ T_H_2 cell EVs/mL. For *(I* and *J)*, n = 3, 1-way ANOVA with Tukey multiple comparisons test. **(K)** Quantification of eosinophil survival following 24 hours of treatment with increasing doses of T_H_2 cell EVs, n = 3, log[agonist] versus response with variable response (4 parameters). All error bars represent SEM, **P < .01, ***P < 0.001, ****P < .0001. *A,* Activated; *BMD-eos,* bone marrow derived eosinophils; *ns,* not significant; *NT,* no treatment; *R,* rested.

**FIG 3.**
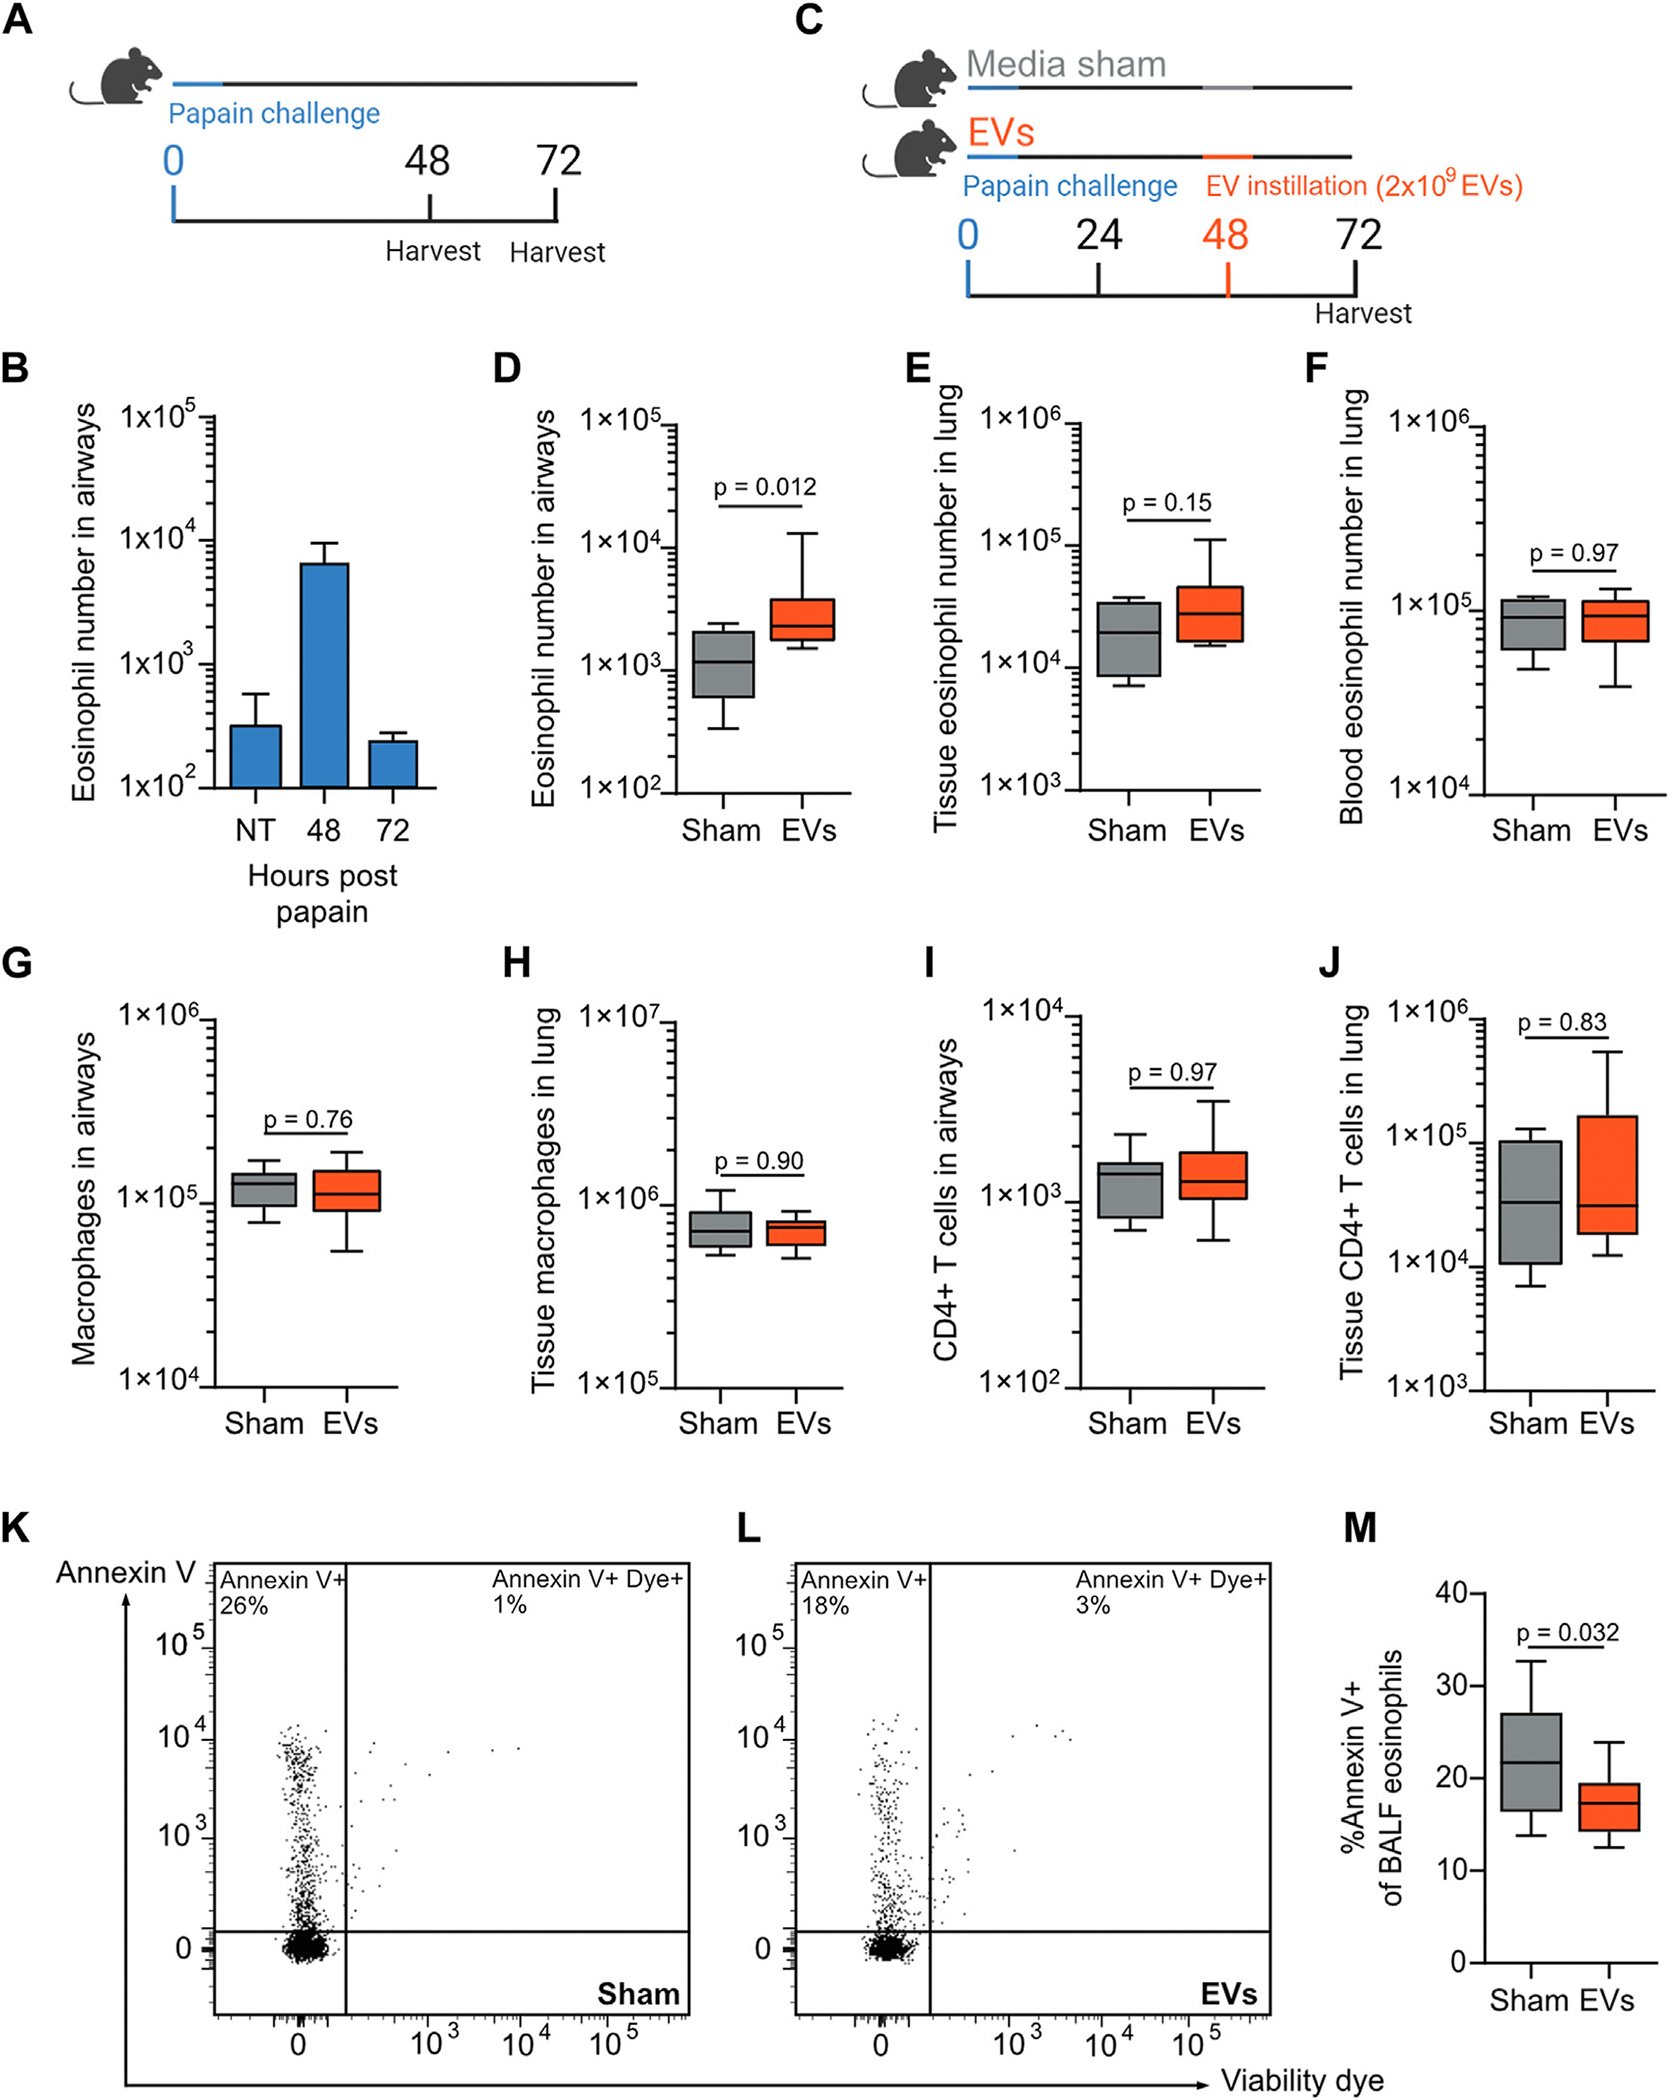
T_H_2 cell EVs prolong allergic eosinophilia and eosinophil survival *in vivo*. **(A)** Graphical depiction of papain airway challenge and BALF collection along a time course to assess eosinophil kinetics after aspiration of a single dose of 3.5 mg papain. **(B)** Quantification of BALF eosinophils in mice not treated with papain and at 48 and 72 hours following papain challenge. n = 4. **(C)** Graphical depiction of papain challenge and activated T_H_2 cell EV or sham control administration. **(D-F)** Quantification of *(D)* BALF eosinophils, *(E)* lung tissue eosinophils, and *(F)* blood eosinophils in the lungs of sham-treated and T_H_2 cell EV–treated mice at 72 hours following papain challenge. **(G** and **H)** Quantification of macrophages in the *(G)* BALF and *(H)* lungs of sham-treated and T_H_2 cell EV–treated mice at 72 hours following papain challenge. **(I** and **J)** Quantification of CD4^+^ T cells in the *(I)* BALF and *(J)* lungs of sham-treated and T_H_2 cell EV–treated mice at 72 hours following papain challenge. For *(D-J)*, n = 8 sham, n = 11 EV treated, 2 independent experiments, 2-tailed Mann-Whitney *U* test. **(K** and **L)** Representative flow cytometry plots showing % annexin V^+^ viability dye^−^ cells of eosinophils in BALF of *(K)* sham-treated and *(L)* T_H_2 cell EV–treated mice at 72 hours following papain challenge. **(M)** Quantification of annexin V^+^ viability dye^−^ eosinophils in the BALF of sham-treated and T_H_2 cell EV–treated mice at 72 hours following papain challenge. n = 11 sham, n = 11 EV treated, 2 independent experiments, 2-tailed Mann-Whitney *U* test. By flow cytometry, eosinophils were defined as SiglecF^+^ CD11b^+^ SSC^hi^, macrophages as F4/80^+^ CD11c^+^, and CD4^+^ T cells as TCRβ^+^ CD4^+^. *NT,* No treatment.

**FIG 4.**
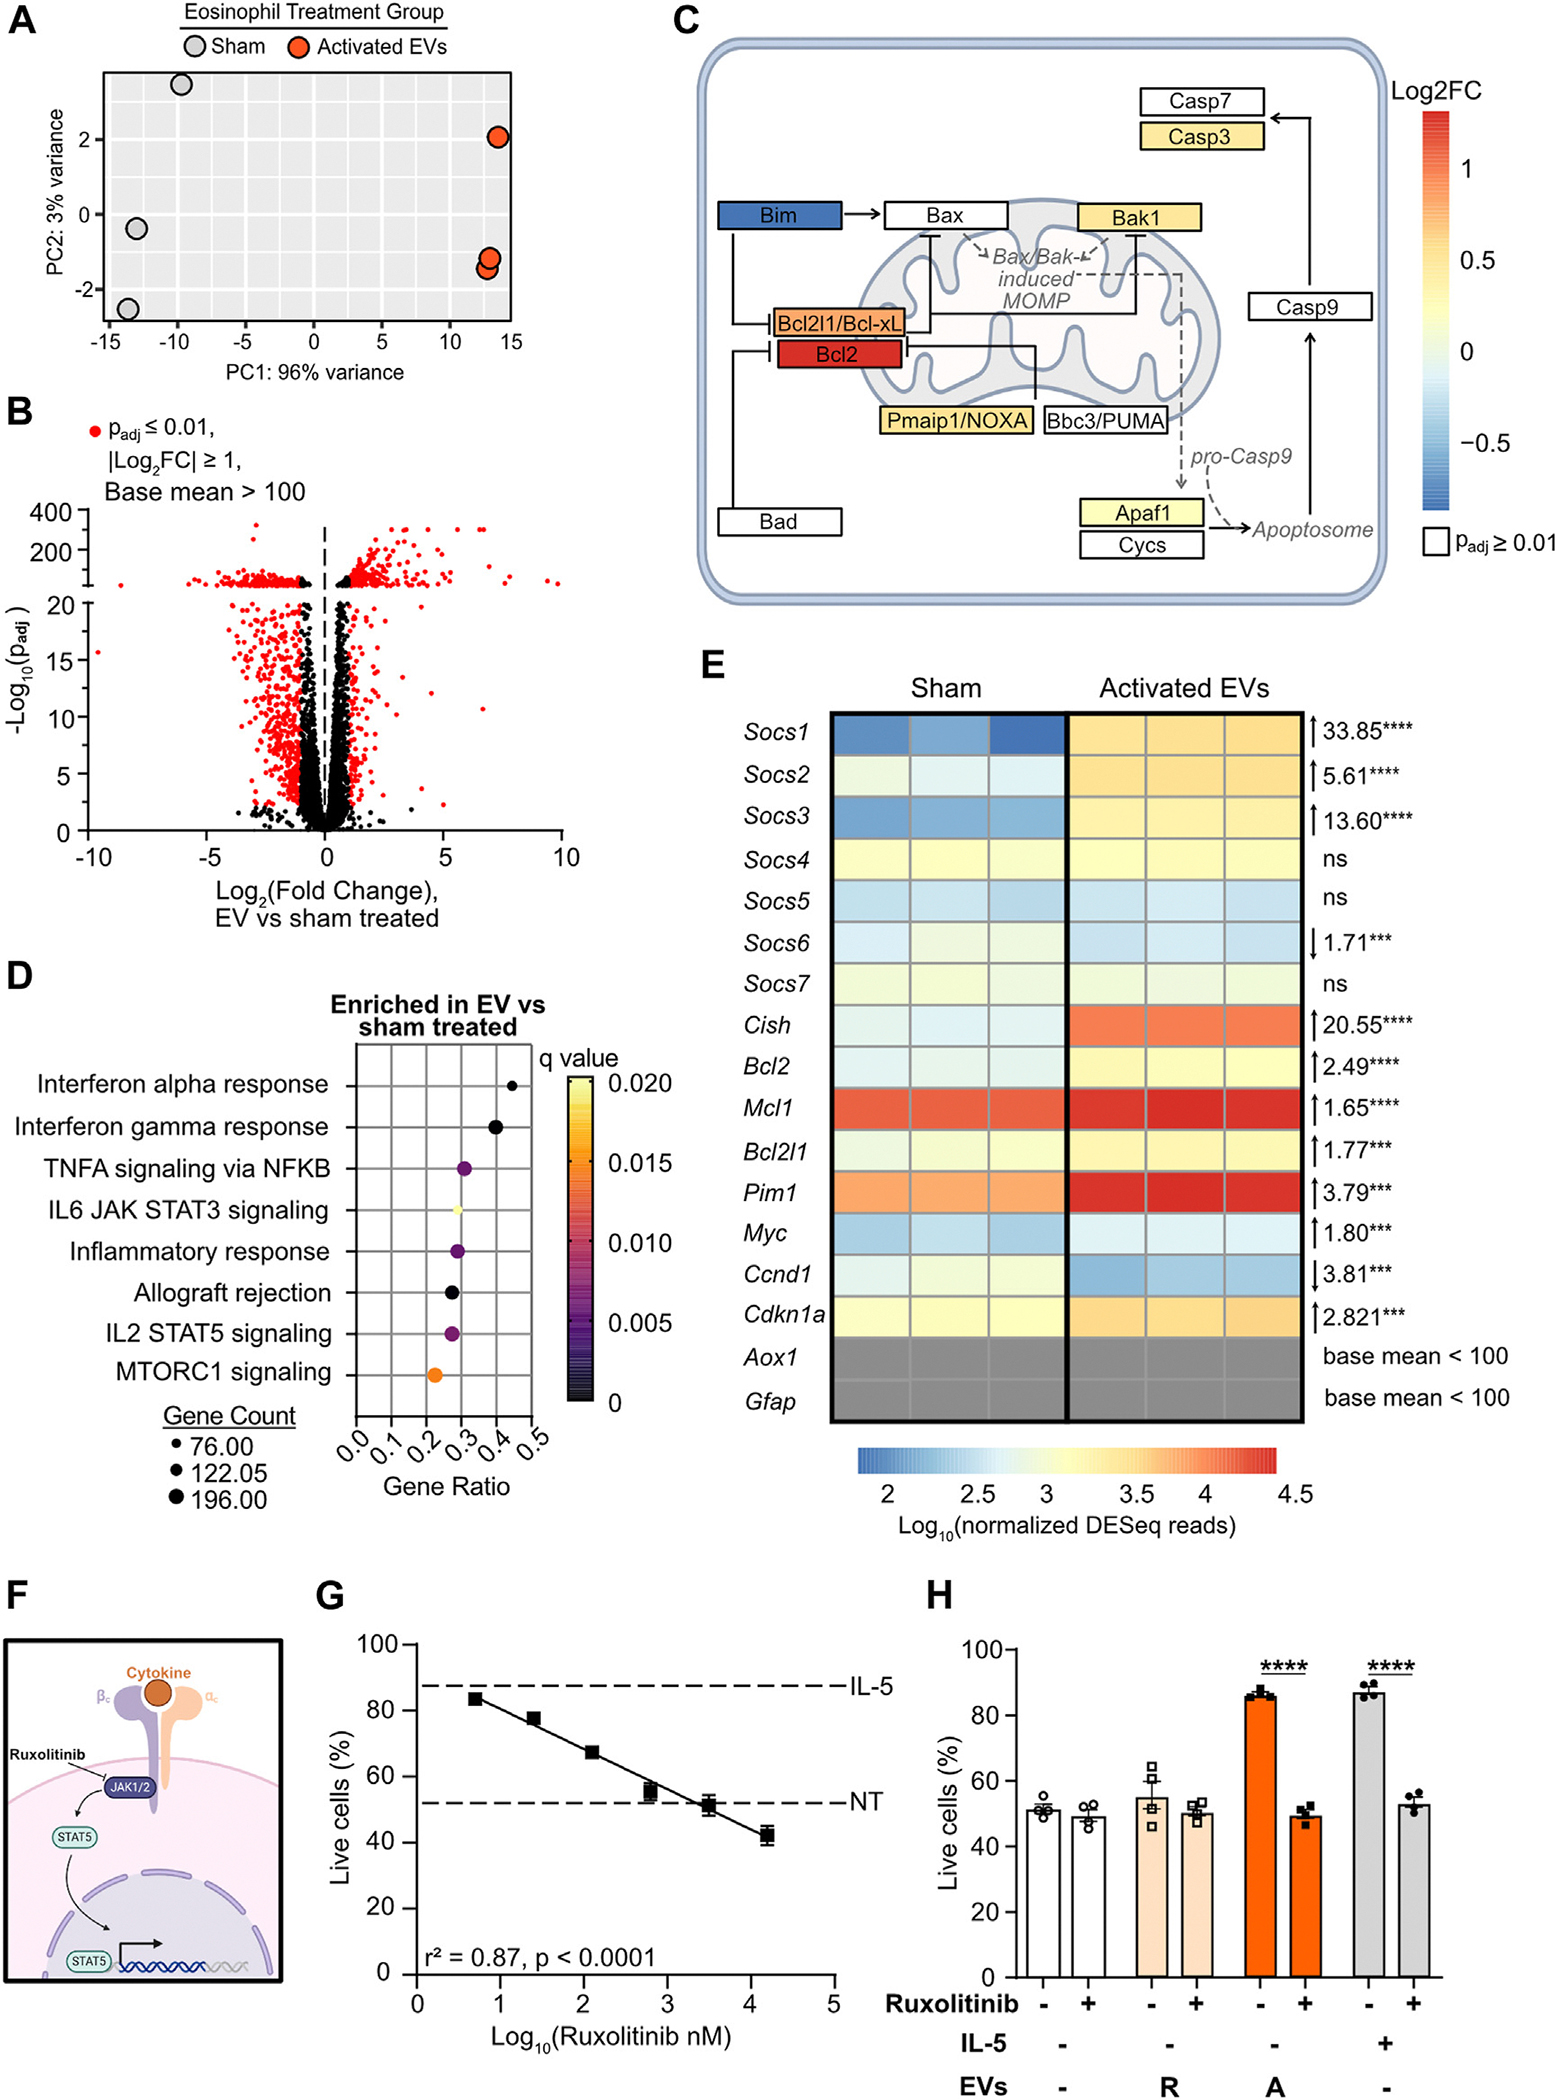
T_H_2 cell EVs induce survival and activation pathways in eosinophils. **(A)** Principal component analysis of gene expression differences between sham-treated eosinophils (n = 3) and activated T_H_2 cell EV–treated eosinophils (n = 3). **(B)** Volcano plot depicting differential gene expression between activated T_H_2 cell EV–treated and sham-treated eosinophils. Genes with adjusted *P* value ≤ .01 and |Log_2_FC| ≥1 are shown in *red*. **(C)** Diagram depicting Kyoto Encyclopedia of Genes and Genomes intrinsic apoptosis pathway genes, their relationships, and corresponding Log_2_ fold change in gene expression between activated T_H_2 cell EV–treated and sham-treated eosinophils. Genes that are upregulated in EV-treated eosinophils are shown in *boxes with warm colors*, genes that are downregulated in EV-treated eosinophils are shown in *boxes with cool colors*, and genes that are not differentially expressed are shown in *white boxes*. **(D)** Gene set enrichment analysis of activated T_H_2 cell EV–treated versus sham-treated eosinophils. Shown are gene sets with *q* value ≤ .05. **(E)** Heatmap depicting Kyoto Encyclopedia of Genes and Genomes JAK/STAT signaling pathway genes and corresponding normalized DESeq reads for those genes. Statistical analysis was performed using the R package DESeq2, and all *P* values are adjusted for multiple testing. **(F)** Diagram depicting JAK1/2 signaling downstream of a cytokine binding to its receptor. **(G)** Quantification of eosinophil survival following 24 hours of treatment with increasing doses of ruxolitinib (5, 25, 125, 625, 3,125, and 15,625 nM) and 5 × 10^9^ EVs/mL. n = 5, 2 independent experiments, simple linear regression. **(H)** Quantification of eosinophil survival following 24 hours of treatment with rested or activated T_H_2 cell EVs or IL-5 and 1.6 mM ruxolitinib. n = 4, 2-way ANOVA with Sidak correction for multiple comparisons. All error bars represent SEM, ***P < .001, ****P < .0001. *A,* Activated; *R,* rested.

**FIG 5.**
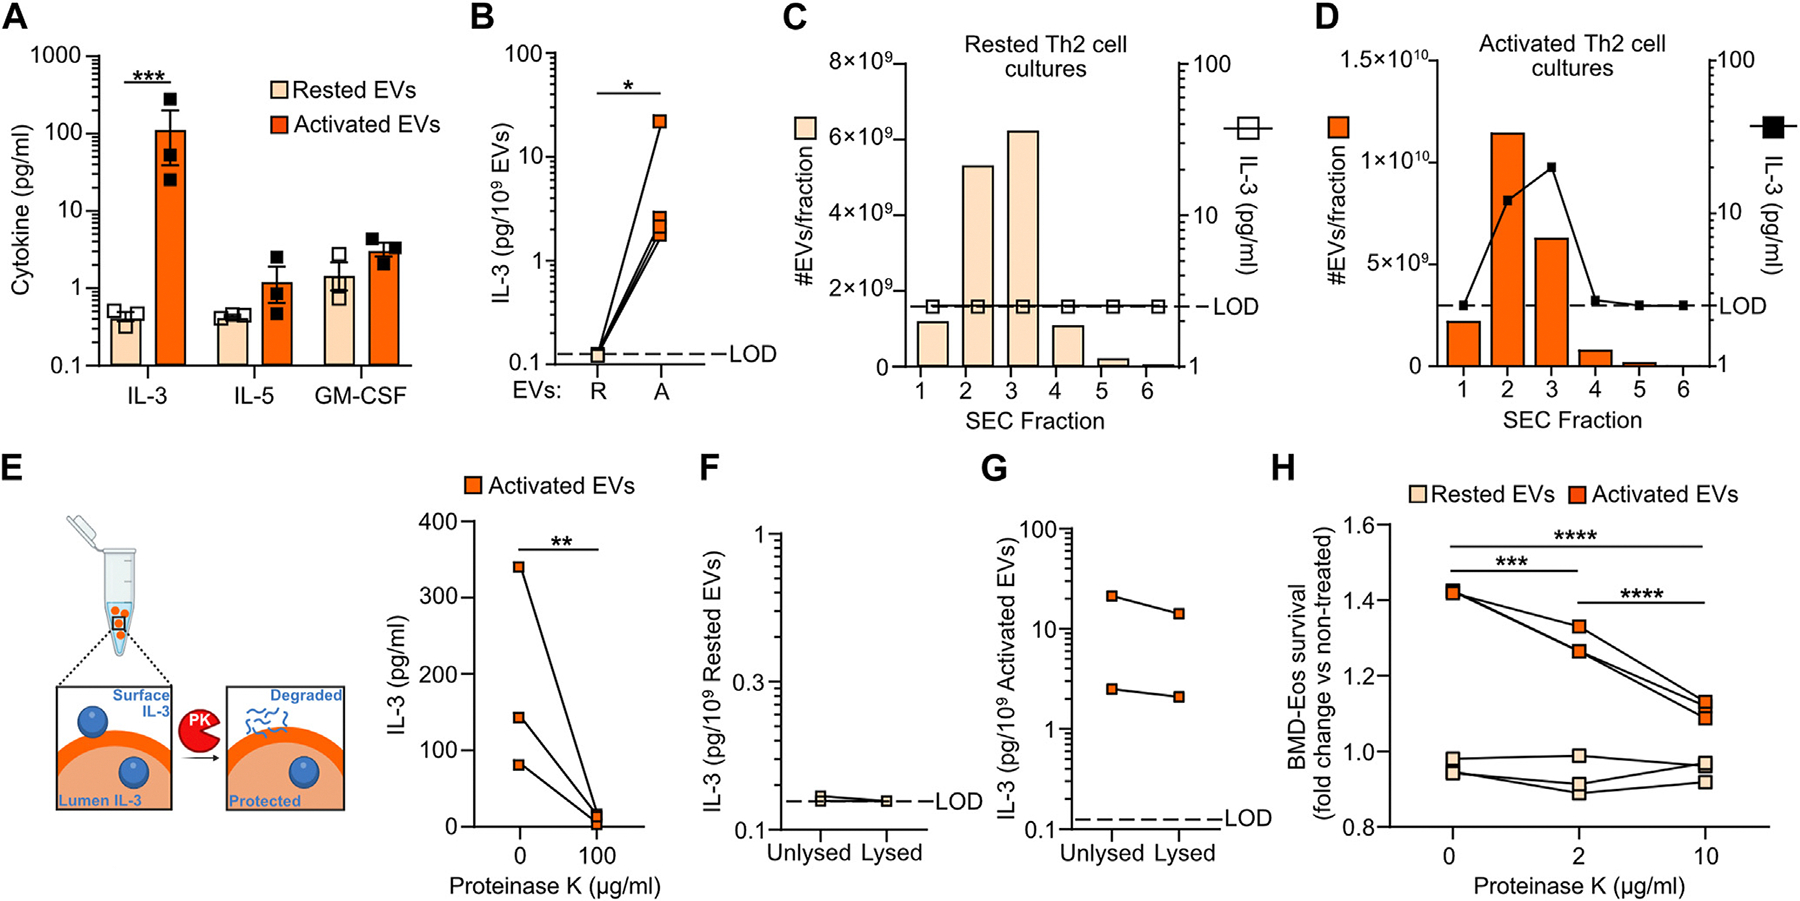
IL-3 is a surface cargo carried on activated T_H_2 cell EVs. **(A)** Quantification of the concentration of IL-3, IL-5, and GM-CSF in rested and activated T_H_2 cell EV SEC fractions as measured by cytokine array. n = 3, 2 independent experiments, 2-way ANOVA with Sidak correction for multiple comparisons. **(B)** Quantification of IL-3 present on SEC-purified rested and activated T_H_2 cell EVs measured by ELISA. n = 4, paired ratio 2-tailed *t* test. The limit of detection is defined by the manufacturer as 0.125 pg. **(C** and **D)** Quantification of EV number by nanoparticle tracking analysis *(left y-axis)* and IL-3 concentration by ELISA *(right y-axis)* in SEC fractions 1 to 6 collected from *(C)* rested and *(D)* activated T_H_2 cell culture media. The limit of detection is defined by the manufacturer as 2.5 pg/mL. **(E)** Graphical depiction *(left)* of proteinase K protection assay, in which purified activated T_H_2 cell EVs are incubated with 100 μg/mL proteinase K, proteinase K is removed by ultrafiltration, retained EVs are lysed, and IL-3 is detected by ELISA. Quantification *(right)* of IL-3 concentration by ELISA in activated T_H_2 cell EVs treated with and without 100 μg/mL proteinase K. n = 3, paired ratio 1-tail *t* test. **(F** and **G)** Quantification of EV-associated IL-3 by ELISA with and without lysis of *(F)* rested and *(G)* activated T_H_2 cell EVs purified from cell culture media by SEC and ultrafiltration. **(H)** Quantification of eosinophil survival following 24 hours of treatment with T_H_2 cell EVs subjected to prior proteinase K treatment compared with nontreated eosinophils. n = 3, 1-way ANOVA with Tukey multiple comparisons test. All error bars represent SEM, *P < .05, **P < .01, ***P < .001, ****P < .0001. *A,* Activated; *BMD,* bone marrow derived eosinophils; *LOD,* limit of detection; *R,* rested.

**FIG 6.**
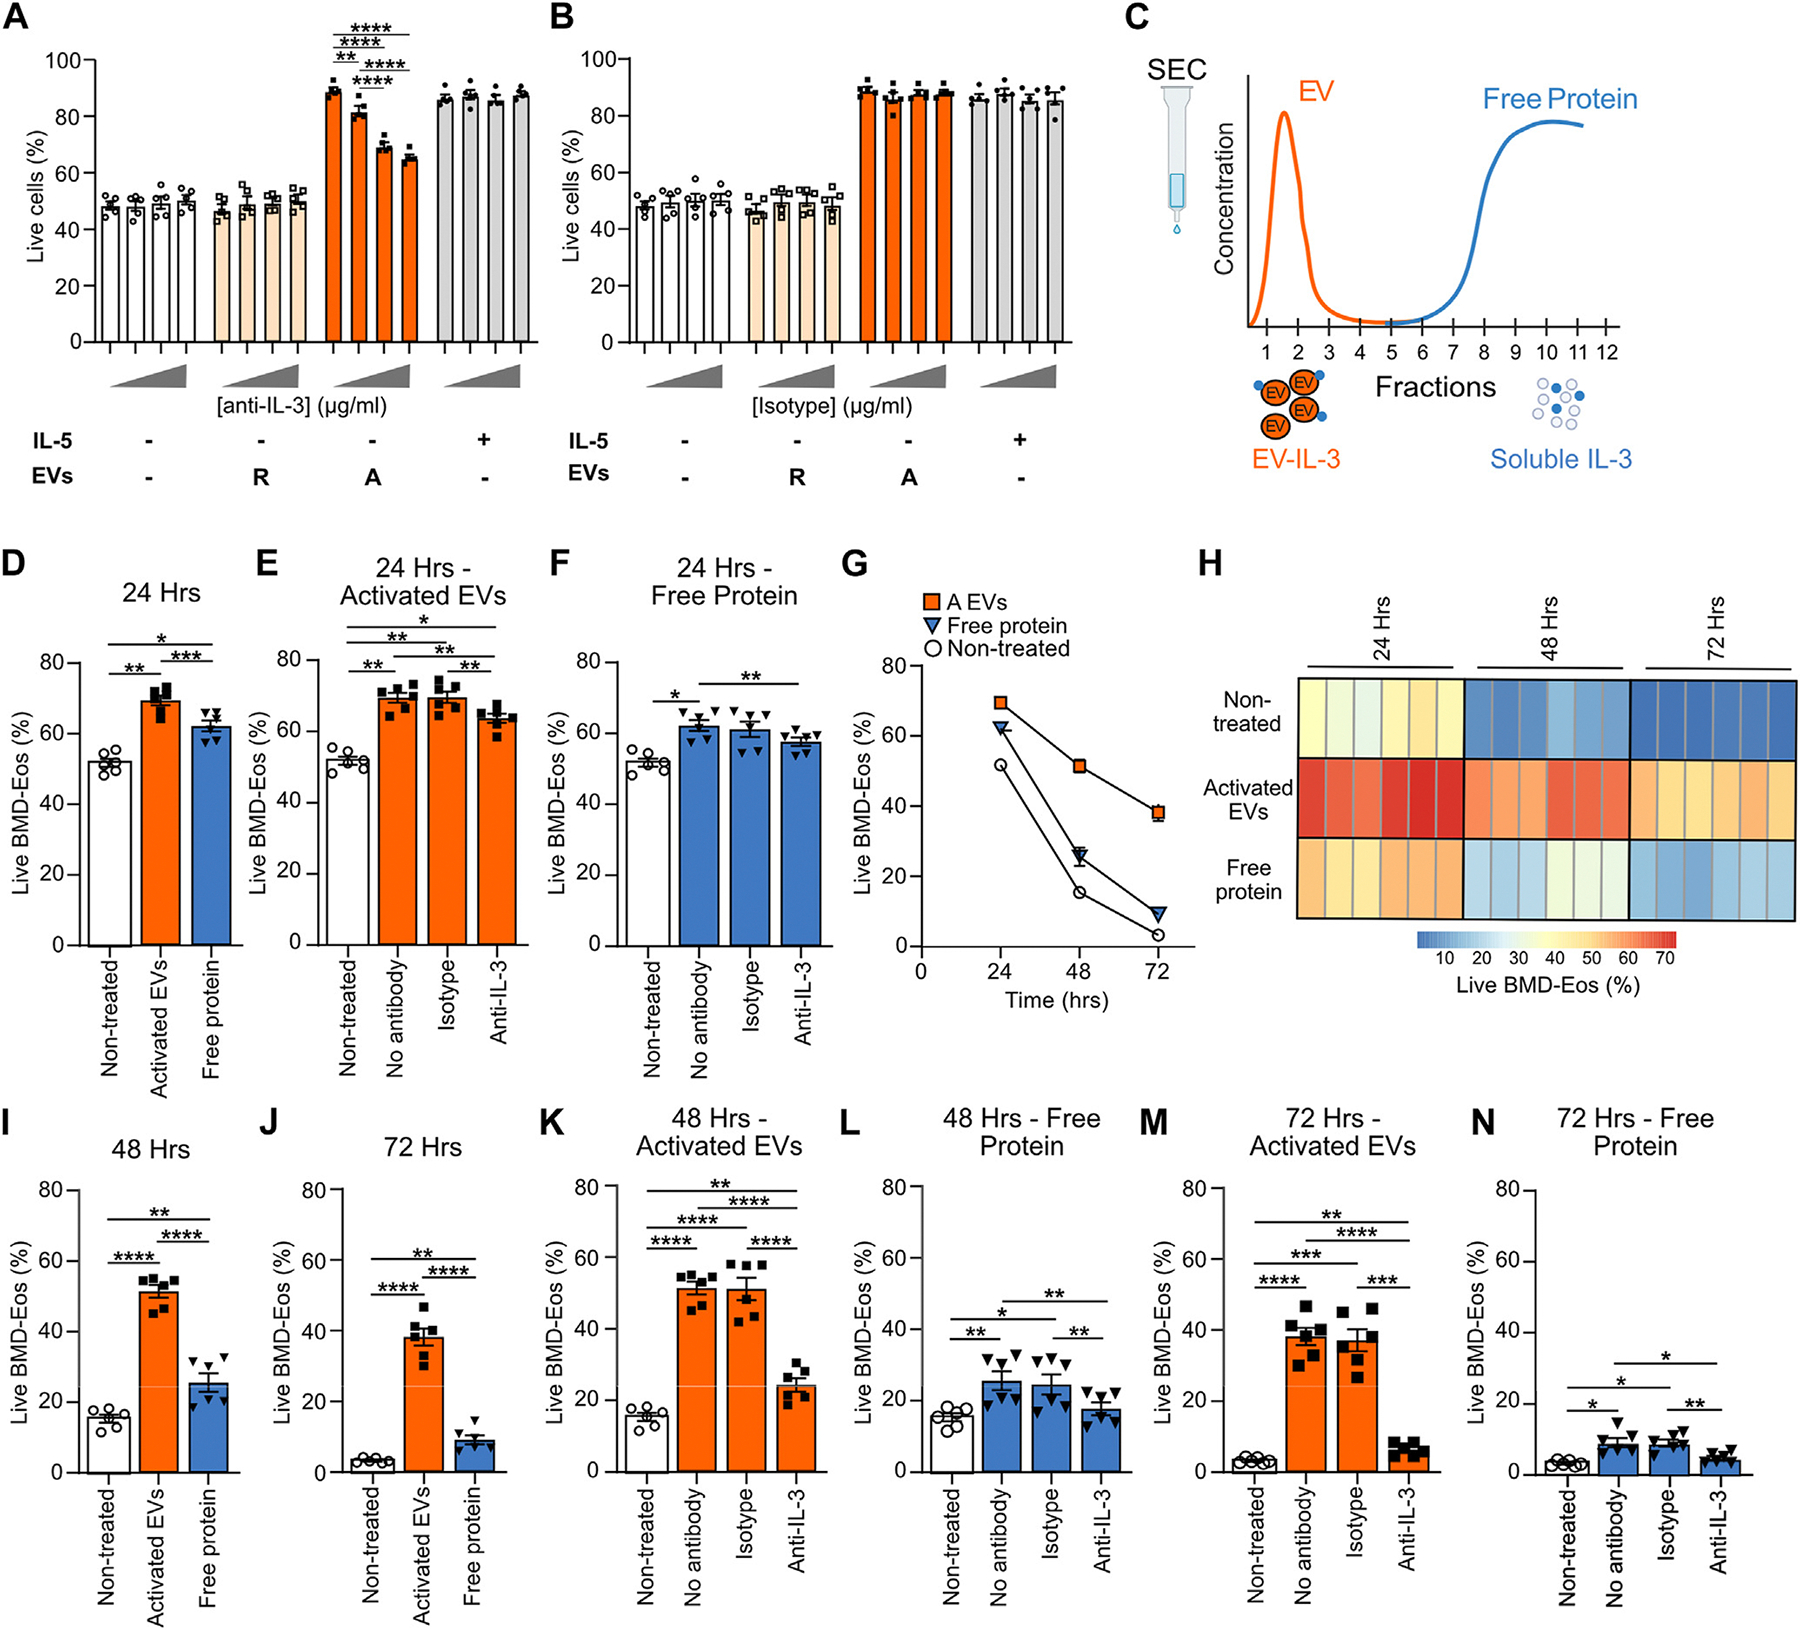
IL-3 cargo on T_H_2 cell EVs promotes eosinophil survival. (**A** and **B**) Quantification of eosinophil survival following 24 hours of treatment with rested or activated EVs pre-incubated with increasing concentrations of **(A)** anti-IL-3 or **(B)** isotype control (0, 1, 10, and 100 μg/mL). n = 5, 2-way ANOVA with Tukey correction for multiple comparisons, 2 independent experiments. **(C)** Graphical depiction of collection of EVs (fractions 1–4) and free proteins (fractions 9–12) by SEC. **(D)** Quantification of eosinophil survival following 24 hours of treatment with EV or free protein fractions normalized for IL-3 amount (2 pg/mL). **(E** and **F)** Quantification of eosinophil survival following 24 hours of treatment with EV or free protein and 100 μg/mL isotype control antibody or anti-IL-3. **(G)** Quantification of eosinophil survival over a time course (24, 28, and 72 hours) following treatment with EV or free protein fractions normalized for IL-3 amount (2 pg/mL). **(H)** Survival of individual eosinophil biological replicates averaged in *(G)* at 24, 48, and 72 hours. **(I** and **J)** Quantification of eosinophil survival following *(I)* 48 hours and *(J)* 72 hours treatment with EV or free protein fractions normalized for IL-3 amount (2 pg/mL). **(K** and **N)** Quantification of eosinophil survival following **(K** and **L)** 48 hours and **(M** and **N)** 72 hours treatment with EV or free protein and100 μg/mL isotype control antibody or anti-IL-3. For *(D-F)* and *(I-N)*, n = 6, 2 independent experiments, 1-way ANOVA with Tukey test for multiple comparisons. All error bars represent SEM, *P < .05, **P < .01, ***P < .001, ****P < .0001. *A,* Activated; *BMD,* bone marrow derived eosinophils; *R,* rested.

## Abbreviations used

BALF: Bronchoalveolar lavage fluid
EV: Extracellular vesicle
GFP: Green fluorescent protein
HDM: House dust mite
mGFP: Membrane-targeted green fluorescent protein
OVA: Ovalbumin
SEC: Size exclusion chromatography
TCR: T-cell receptor

## References

[1] HarkerJA, LloydCM. T helper 2 cells in asthma. J Exp Med 2023;220:e20221094.37163370 10.1084/jem.20221094PMC10174188

[2] HammadH, LambrechtBN. The basic immunology of asthma. Cell 2021;184:1469–85.33711259 10.1016/j.cell.2021.02.016

[3] McCrackenJL, TrippleJW, CalhounWJ. Biologic therapy in the management of asthma. Curr Opin Allergy Clin Immunol 2016;16:375–82.27362324 10.1097/ACI.0000000000000284PMC5405559

[4] van NielG, D’AngeloG, RaposoG. Shedding light on the cell biology of extracellular vesicles. Nat Rev Mol Cell Biol 2018;19:213–28.29339798 10.1038/nrm.2017.125

[5] LeeYJ, KyeongJS, YoungCC. Regulation of cargo selection in exosome biogenesis and its biomedical applications in cancer. Exp Mol Med 2024;56:877–89.38580812 10.1038/s12276-024-01209-yPMC11059157

[6] LiuY, WangC. A review of the regulatory mechanisms of extracellular vesicles-mediated intercellular communication. Cell Commun Signal 2023;21:77.37055761 10.1186/s12964-023-01103-6PMC10100201

[7] RodríguezM, SilvaJ, López-AlfonsoA, López-MuñizMB, PeñaC, DomínguezG, Different exosome cargo from plasma/bronchoalveolar lavage in non-small-cell lung cancer. Genes Chromosomes Cancer 2014;53:713–24.24764226 10.1002/gcc.22181

[8] ZarebaL, SzymanskiJ, HomoncikZ, Czystowska-KuzmiczM. EVs from BALF-mediators of inflammation and potential biomarkers in lung diseases. Int J Mol Sci 2021;22:3651.33915715 10.3390/ijms22073651PMC8036254

[9] LalCV, OlaveN, TraversC, RezonzewG, DolmaK, SimpsonA. Exosomal micro-RNA predicts and protects against severe bronchopulmonary dysplasia in premature infants. JCI Insight 2018;3:e93994.29515035 10.1172/jci.insight.93994PMC5922295

[10] RansomMA, BunnKE, NegrettiNM, JetterCS, BressmanZJ, SucreJMS, Developmental trajectory of extracellular vesicle characteristics from the lungs of preterm infants. Am J Physiol Lung Cell Mol Physiol 2023;324:L385–92.36719083 10.1152/ajplung.00389.2022PMC10026990

[11] HoughKP, DeshaneJS. Exosomes in allergic airway disease. Curr Allergy Asthma Rep 2019;19:26.30903454 10.1007/s11882-019-0857-3PMC7117871

[12] HoltzmanJ, HeedooL. Emerging role of extracellular vesicles in the respiratory system. Exp Mol Med 2020;52:887–95.32541816 10.1038/s12276-020-0450-9PMC7338515

[13] TakahashiT, KatoA, BerdnikovsS, StevensWW, SuhLA, NortonJE, Microparticles in nasal lavage fluids in chronic rhinosinusitis: potential biomarkers for diagnosis of aspirin-exacerbated respiratory disease. J Allergy Clin Immunol 2017;140:720–9.28238741 10.1016/j.jaci.2017.01.022PMC5568994

[14] HoughKP, LandonSW, TrevorJL, StrenkowskiJG, MainaN, KimY, Unique lipid signatures of extracellular vesicles from the airways of asthmatics. Sci Rep 2018;8:10340.29985427 10.1038/s41598-018-28655-9PMC6037776

[15] PuaHH, HappHC, GrayCJ, MarDJ, ChiouN, HesseLE, Increased hematopoietic extracellular RNAs and vesicles in the lung during allergic airway responses. Cell Rep 2019;26:933–44.30673615 10.1016/j.celrep.2019.01.002PMC6365014

[16] AdmyreC, BohleB, JohanssonSM, Focke-TejklM, ValentaR, ScheyniusA, B cell-derived exosomes can present allergen peptides and activate allergen-specific T cells to proliferate and produce Th2-like cytokines. J Allergy Clin Immunol 2007;120:1418–24.17868797 10.1016/j.jaci.2007.06.040

[17] Katz-KiriakosE, SteinbergDF, KluenderCE, OsorioOA, Newsom-StewartC, BaroniaA, Epithelial IL-33 appropriates exosome trafficking for secretion in chronic airway disease. JCI Insight 2021;6:e136166.33507882 10.1172/jci.insight.136166PMC7934940

[18] LiF, WangY, LinL, WangJ, XiaoH, LiJ, Mast cell-derived exosomes promote Th2 cell differentiation via OX40L-OX40 ligation. J Immunol Res 2016;2016:3623898.27066504 10.1155/2016/3623898PMC4811108

[19] FitzgeraldW, FreemanML, LedermanMM, VasilievaE, RomeroR, MargolisL. A system of cytokines encapsulated in extracellular vesicles. Sci Rep 2018;8:8973. Published correction appears in Sci Rep 2020;10:18935.29895824 10.1038/s41598-018-27190-xPMC5997670

[20] ChiouN, KageyamaR, AnselKM. Selective export into extracellular vesicles and function of tRNA fragments during T cell activation. Cell Rep 2018;25:3356–70.30566862 10.1016/j.celrep.2018.11.073PMC6392044

[21] MittelbrunnM, Gutiérrez-VázquezC, Villarroya-BeltriC, GonzálezS, Sánchez-CaboF, GonzálezMÁ, Unidirectional transfer of microRNA-loaded exosomes from T cells to antigen-presenting cells. Nat Commun 2011;2:282.21505438 10.1038/ncomms1285PMC3104548

[22] TorralbaD, BaixauliF, Villarroya-BeltriC, Fernández-DelgadoI, Latorre-PellicerA, Acín-PérezR, Priming of dendritic cells by DNA-containing extracellular vesicles from activated T cells through antigen-driven contacts. Nat Commun 2018;9:2658.29985392 10.1038/s41467-018-05077-9PMC6037695

[23] BlanchardN, LankarD, FaureF, RegnaultA, DumontC, RaposoG, TCR activation of human T cells induces the production of exosomes bearing the TCR/CD3/zeta complex. J Immunol 2002;168:3235–41.11907077 10.4049/jimmunol.168.7.3235

[24] TorriA, CarpiD, BulgheroniE, CrostiM, MoroM, GruarinP, Extracellular microRNA signature of human helper T cell subsets in health and autoimmunity. J Biol Chem 2017;292:2903–15.28077577 10.1074/jbc.M116.769893PMC5314185

[25] OkoyeIS, CoomesSM, PellyVS, CziesoS, PapayannopoulosV, TolmachovaT, MicroRNA-containing T-regulatory-cell-derived exosomes suppress pathogenic T helper 1 cells. Immunity 2014;41:89–103.25035954 10.1016/j.immuni.2014.05.019PMC4104030

[26] SullivanJA, TomitaY, Jankowska-GanE, LemaDA, ArvedsonMP, NairA, Treg-cell-derived IL-35-coated extracellular vesicles promote infectious tolerance. Cell Rep 2020;30:1039–51.31995748 10.1016/j.celrep.2019.12.081PMC7042971

[27] Martínez-LorenzoMJ, AnelA, GamenS, MonleónI, LasierraP, LarradL, Activated human T cells release bioactive Fas ligand and APO2 ligand in microvesicles. J Immunol 1999;163:1274–81.10415024

[28] HansenAS, JensenLS, GammelgaardKR, RyttersgaardKG, KrappC, JustJ, T-cell derived extracellular vesicles prime macrophages for improved STING based cancer immunotherapy. J Extracell Vesicles 2023;12:e12350. Published correction appears in J Extracell Vesicles 2023;12:e12372.37525396 10.1002/jev2.12350PMC10390661

[29] MuzumdarMD, TasicB, MiyamichiK, LiL, LuoL. A global double-fluorescent Cre reporter mouse. Genesis 2007;45:593–605.17868096 10.1002/dvg.20335

[30] ChiangYJ, HodesRJ. T-cell development is regulated by the coordinated function of proximal and distal Lck promoters active at different developmental stages. Eur J Immunol 2016;46:2401–8.27469439 10.1002/eji.201646440PMC5183457

[31] HalimTYF, KraussRH, SunAC, TakeiF. Lung natural helper cells are a critical source of Th2 cell-type cytokines in protease allergen-induced airway inflammation. Immunity 2012;36:451–63.22425247 10.1016/j.immuni.2011.12.020

[32] IlmarinenP, MoilanenE, KankaanrantaH. Regulation of spontaneous eosinophil apoptosis—a neglected area of importance. J Cell Death 2014;7:1–9.25278781 10.4137/JCD.S13588PMC4167313

[33] BureauF, SeumoisG, JasparF, VanderplasschenA, DetryB, PastoretP, CD40 engagement enhances eosinophil survival through induction of cellular inhibitor of apoptosis protein 2 expression: possible involvement in allergic inflammation. J Allergy Clin Immunol 2002;110:443–9.12209092 10.1067/mai.2002.126781

[34] JohnstonLK, BrycePJ. Understanding interleukin 33 and its roles in eosinophil development. Front Med (Lausanne) 2017;4:51.28512632 10.3389/fmed.2017.00051PMC5411415

[35] DouganM, DranoffG, DouganSK. GM-CSF, IL-3, and IL-5 family of cytokines: regulators of inflammation. Immunity 2019;50:796–811.30995500 10.1016/j.immuni.2019.03.022PMC12512237

[36] HercusTR, KanWLT, BroughtonSE, TvorogovD, RamshawHS, SandowJJ, Role of the β common (βc) family of cytokines in health and disease. Cold Spring Harb Perspect Biol 2018;10:a028514.28716883 10.1101/cshperspect.a028514PMC5983187

[37] ShenZ, MalterJS. Determinants of eosinophil survival and apoptotic cell death. Apoptosis 2015;20:224–34.25563855 10.1007/s10495-014-1072-2PMC5798882

[38] DotsikaEN, SandersonCJ. Interleukin-3 production as a sensitive measure of T-lymphocyte activation in the mouse. Immunology 1987;62:665–8.3501400 PMC1454149

[39] EricksonHL, TaniguchiS, RamanA, LeitenbergerJJ, MalhotraSV, OshimoriN. Cancer stem cells release interleukin-33 within large oncosomes to promote immunosuppressive differentiation of macrophage precursors. Immunity 2024;57:1908–22.39079535 10.1016/j.immuni.2024.07.004PMC11324407

[40] BrusselleGG, KoppelmanGH. Biologic therapies for severe asthma. N Engl J Med 2022;386:157–71.35020986 10.1056/NEJMra2032506

[41] NairP, PizzichiniMMM, KjarsgaardM, InmanMD, EfthimiadisA, PizzichiniE, Mepolizumab for prednisone-dependent asthma with sputum eosinophilia. N Engl J Med 2009;360:985–93.19264687 10.1056/NEJMoa0805435

[42] HaldarP, BrightlingCE, HargadonB, GuptaG, MonteiroW, SousaA, Mepolizumab and exacerbations of refractory eosinophilic asthma. N Engl J Med 2009;360:973–84.19264686 10.1056/NEJMoa0808991PMC3992367

[43] CastroM, MathurS, HargreaveF, BouletL, XieF, YoungJ, Reslizumab for poorly controlled, eosinophilic asthma: a randomized, placebo-controlled study. Am J Respir Crit Care Med 2011;184:1125–32.21852542 10.1164/rccm.201103-0396OC

[44] CastroM, ZangrilliJ, WechslerME, BatemanED, BrusselleGG, BardinP, Reslizumab for inadequately controlled asthma with elevated blood eosinophil counts: results from two multicentre, parallel, double-blind, randomised, placebo-controlled, phase 3 trials. Lancet Respir Med 2015;3:355–66.25736990 10.1016/S2213-2600(15)00042-9

[45] BjermerL, LemiereC, MasperoJ, WeissS, ZangrilliJ, GerminaroM. Reslizumab for inadequately controlled asthma with elevated blood eosinophil levels: a randomized phase 3 study. Chest 2016;150:789–98.27056586 10.1016/j.chest.2016.03.032

[46] BleeckerER, FitzGeraldJM, ChanezP, PapiA, WeinsteinSF, BarkerP, Efficacy and safety of benralizumab for patients with severe asthma uncontrolled with high-dosage inhaled corticosteroids and long-acting β_2_-agonists (SIROCCO): a randomised, multicentre, placebo-controlled phase 3 trial. Lancet 2016;388:2115–27.27609408 10.1016/S0140-6736(16)31324-1

[47] BachertC, SousaAR, HanJK, SchlosserRJ, SowerbyLJ, HopkinsC, Mepolizumab for chronic rhinosinusitis with nasal polyps: treatment efficacy by comorbidity and blood eosinophil count. J Allergy Clin Immunol 2022;149:1711–21.35007624 10.1016/j.jaci.2021.10.040

[48] KellyEA, EsnaultS, LiuLY, EvansMD, JohanssonMW, MathurS, Mepolizumab attenuates airway eosinophil numbers, but not their functional phenotype, in asthma. Am J Respir Crit Care Med 2017;196:1385–95.28862877 10.1164/rccm.201611-2234OCPMC5736971

[49] BuzasE The roles of extracellular vesicles in the immune system. Nat Rev Immunol 2023;23:236–50.35927511 10.1038/s41577-022-00763-8PMC9361922

[50] LevänenB, BhaktaNR, ParedesPT, BarbeauR, HiltbrunnerS, PollackJL, Altered microRNA profiles in bronchoalveolar lavage fluid exosomes in asthmatic patients. J Allergy Clin Immunol 2013;131:894–903.23333113 10.1016/j.jaci.2012.11.039PMC4013392

[51] ParedesPT, EsserJ, AdmyreC, NordM, RahmanQK, LukicA, Bronchoalveolar lavage fluid exosomes contribute to cytokine and leukotriene production in allergic asthma. Allergy 2012;67:911–9.22620679 10.1111/j.1398-9995.2012.02835.x

[52] ZhangM, YuQ, TangW, WuY, LvJ, ShiG, Epithelial exosome contactin-1 promotes monocyte-derived dendritic cell-dominant T-cell responses in asthma. J Allergy Clin Immunol 2021;148:1545–58.33957164 10.1016/j.jaci.2021.04.025

[53] KölleJ, ZimmermannT, KieferA, RiekerRJ, XepapadakiP, ZundlerS, Targeted deletion of interleukin-3 results in asthma exacerbations. iScience 2022;25:104440.35707726 10.1016/j.isci.2022.104440PMC9189047

[54] RobinsonDS, HamidQ, YingS, TsicopoulosA, BarkansJ, BentleyAM, Predominant Th2-like bronchoalveolar T-lymphocyte population in atopic asthma. N Engl J Med 1992;326:298–304.1530827 10.1056/NEJM199201303260504

[55] KrammerS, YangZ, ZimmermannT, XepapadakiP, GeppertCI, PapadopoulosNG, An immunoregulatory role of interleukin-3 in allergic asthma. Front Immunol 2022;13:821658.35281014 10.3389/fimmu.2022.821658PMC8904351

[56] MachN, LantzCS, GalliSJ, MihmM, SmallC, GransteinR, Involvement of interleukin-3 in delayed-type hypersensitivity. Blood 1998;91:778–83.9446636

[57] LantzCS, BoesigerJ, SongCH, MachN, KobayashiT, MulliganRC, Role for interleukin-3 in mast-cell and basophil development and in immunity to parasites. Nature 1998;392:90–3.9510253 10.1038/32190

[58] DuT, MartinJG, PowellWS, RenziPM. IL-3 does not affect the allergic airway responses and leukotriene production after allergen challenge in rats. Eur Respir J 1999;13:970–5.10414391 10.1034/j.1399-3003.1999.13e07.x

[59] Rignault-BricardR, MachavoineF, MecheriS, HermineO, SchneiderE, DyM, IL-3-producing basophils are required to exacerbate airway hyperresponsiveness in a murine inflammatory model. Allergy 2018;73:2342–51.29777594 10.1111/all.13480

[60] WhiteJ, DubeyS. Eosinophilic granulomatosis with polyangiitis: a review. Autoimmun Rev 2023;22:103219.36283646 10.1016/j.autrev.2022.103219

[61] BiedermannL, StraumannA. Mechanisms and clinical management of eosinophilic oesophagitis: an overview. Nat Rev Gastroenterol Hepatol 2023;20:101–19.36253463 10.1038/s41575-022-00691-x

[62] HelbigG, KlionAD. Hypereosinophilic syndromes—an enigmatic group of disorders with an intriguing clinical spectrum and challenging treatment. Blood Rev 2021;49:100809.33714638 10.1016/j.blre.2021.100809

# Supplementary material for: Mouse TH2 cell extracellular vesicles promote eosinophil survival through the surface cytokine cargo IL-3
**Source:** J Allergy Clin Immunol. Author manuscript; Available in PMC 2026 Jun 30.
**Supplement:** 1

Supplemental Figure 1

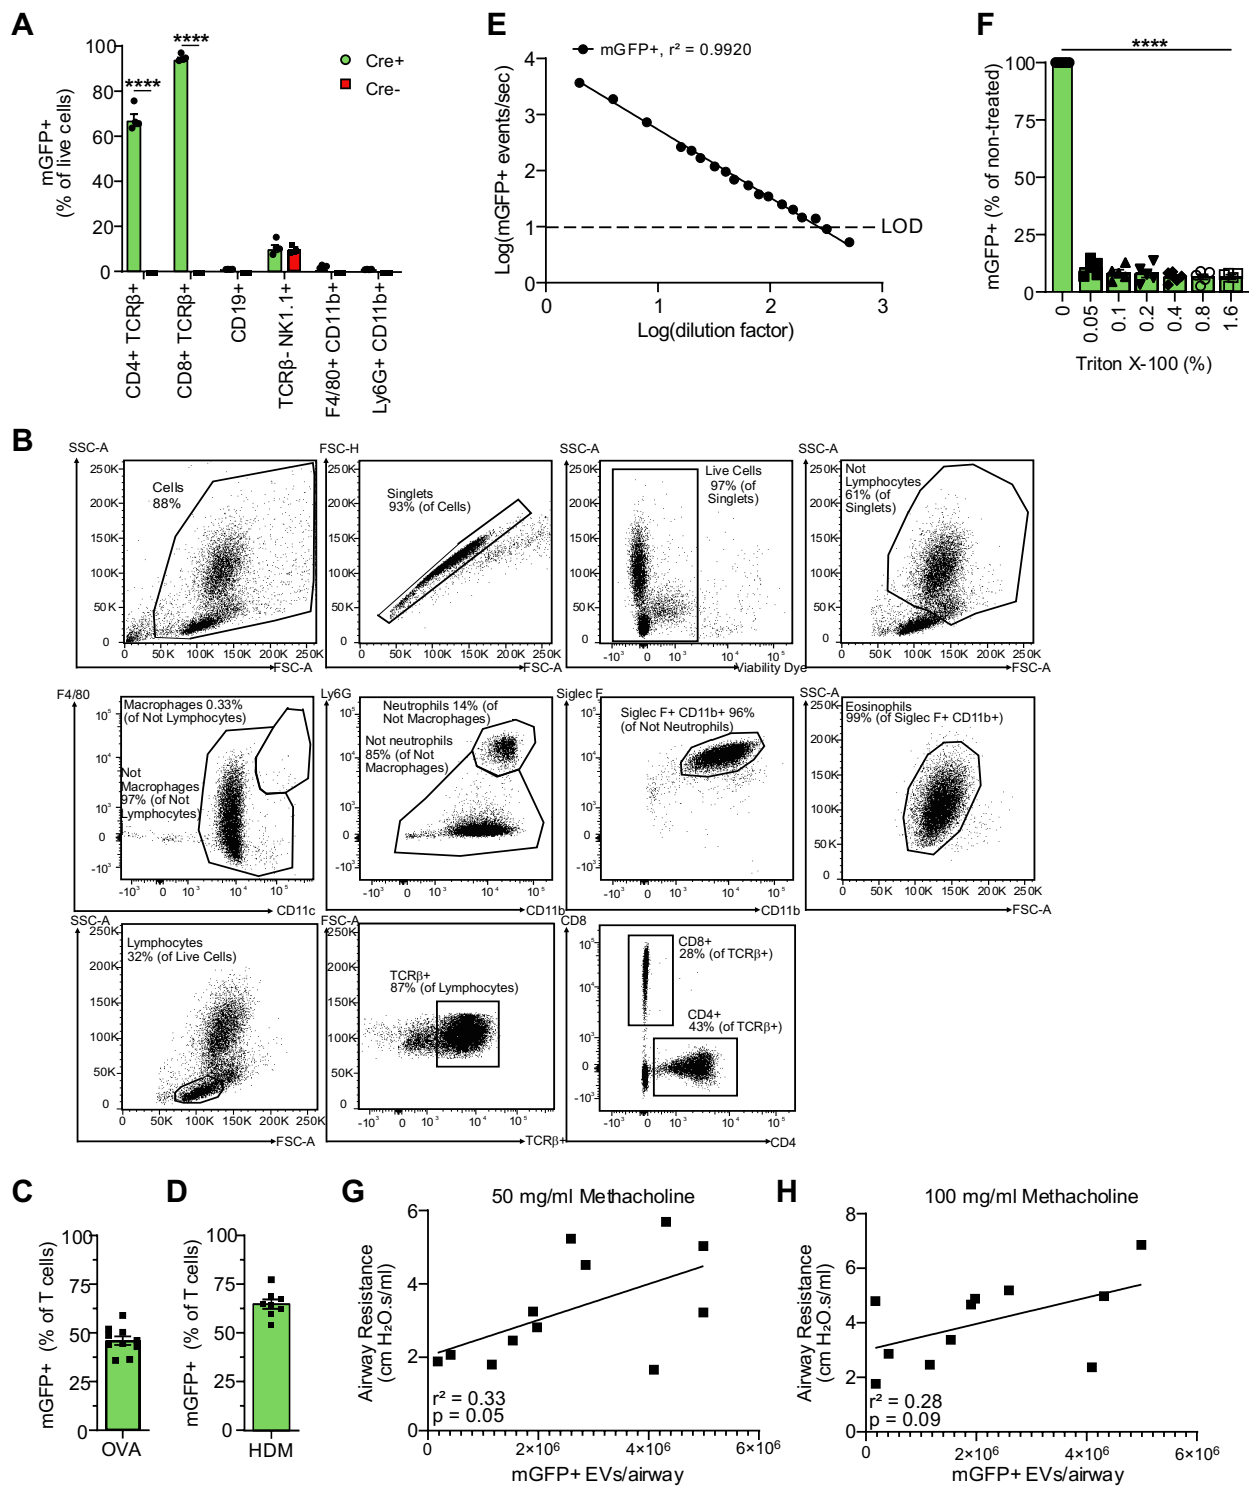

**Supplemental Figure 1. BALF mGFP<sup>+</sup> EVs are detected in the linear range of single vesicle flow cytometry and are sensitive to Triton X-100 lysis.** (A) Flow cytometric analysis of mGFP labeling of immune cell types in the spleens of Lck-Cre mTmG mice, including CD4<sup>+</sup> T cells (CD4<sup>+</sup>TCR $\beta$ <sup>+</sup>), CD8<sup>+</sup> T cells (CD8<sup>+</sup>TCR $\beta$ <sup>+</sup>), B cells (CD19<sup>+</sup>), natural killer cells (TCR $\beta$ -NK1.1<sup>+</sup>), macrophages/monocytes (F480<sup>+</sup>CD11b<sup>+</sup>), and neutrophils (Ly6G<sup>+</sup>CD11b<sup>+</sup>). n = 4, 2-way ANOVA with Tukey's test for multiple comparisons. (B) Representative flow cytometry gating scheme for quantification of macrophages, neutrophils, eosinophils, and T cells in the BALF in a mouse with airway inflammation. (C, D) Quantification of the percentage of mGFP<sup>+</sup> T cells in the airways of (C) OVA and (D) HDM challenged mice, n = 10 OVA, n = 8 HDM, 2 independent experiments. (E) Flow cytometric analysis of mGFP<sup>+</sup> event detection per second in BALF collected from a mouse with constitutive mGFP expression over a dilution series. n = 1, simple linear regression. (F) Quantification of mGFP<sup>+</sup> particles detected in OVA Lck-Cre mTmG BALF following treatment with varying concentrations of TX-100. n = 5, one-way ANOVA (vs. 100%) with Bonferonni correction for multiple testing. (G, H) Correlation between airway resistance and the number of mGFP<sup>+</sup> EVs in the BALF following induction of airway inflammation with HDM challenge at (G) 50 mg/ml and (H) 100 mg/ml methacholine. n = 12, simple linear regression. All error bars represent SEM, \*\*\*\* p < 0.0001.

## Supplemental Figure 2

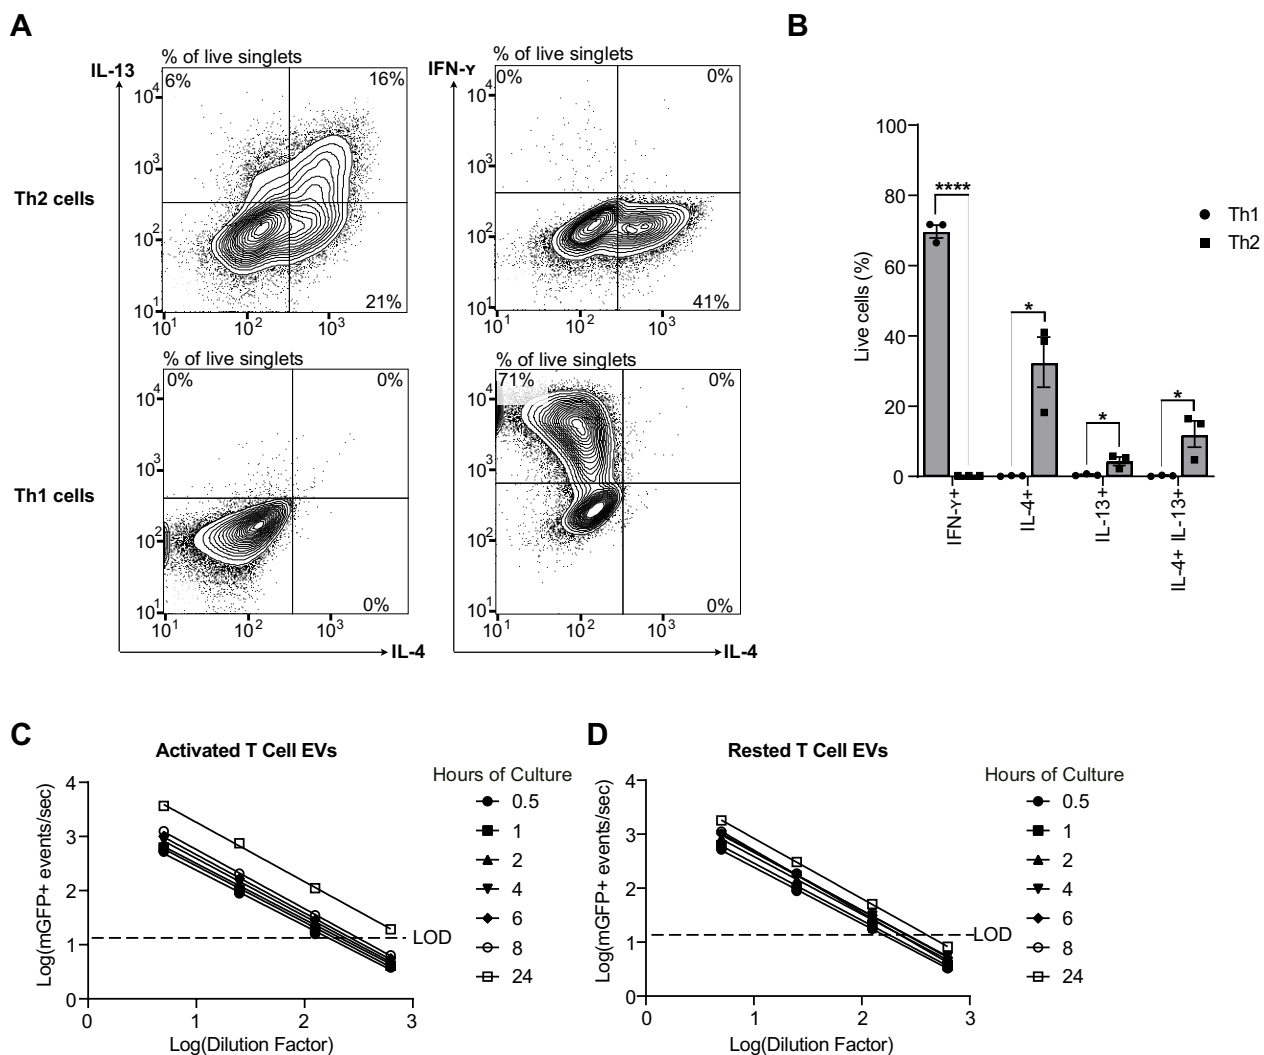

### Supplemental Figure 2. T cells activate and polarize to Th2 cells in serum-free, chemically defined media.

**(A)** Representative flow cytometry plots of IFN $\gamma$ , IL-4, and IL-13 production by primary mouse CD4 $^{+}$  T cells isolated from spleens and lymph nodes and then polarized with T cell receptor stimulation and either IL-4 and anti-IFN $\gamma$  for Th2 cells (top) or IL-12 and anti-IL-4 for Th1 cells (bottom). **(B)** Quantification of IFN $\gamma$ , IL-4, and IL-13 producing T cells following flow cytometric analysis.  $n = 3$ , 2-way ANOVA with Tukey's test for multiple comparisons. **(C, D)** Flow cytometric analysis of mGFP events detected per second in a dilution series that includes 5-, 25-, 125-, and 625-fold dilutions in media collected from **(C)** activated and **(D)** rested *Lck-Cre mTmG* T cells.  $n = 3$ , simple linear regression,  $r^2$  all  $> 0.98$ . All errors bars represent SEM, \*  $p < 0.05$ , \*\*\*\*  $p < 0.0001$ .

## Supplemental Figure 3

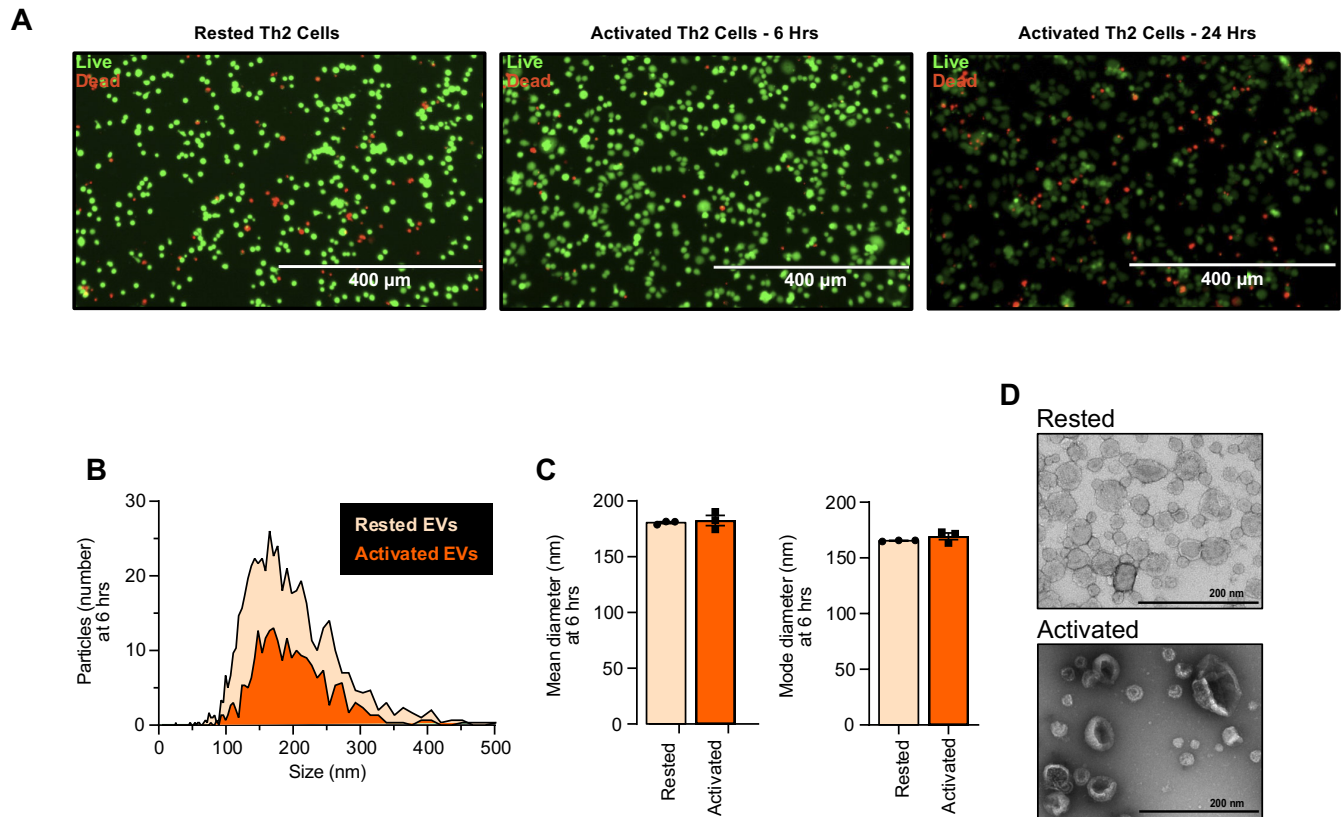

**Supplemental Figure 3. Activation state does not change gross morphological characteristics of Th2 cell EVs.** (A) Representative images of live/dead-stained rested (left), activated for 6 hours (middle), and activated for 24 hours (right) Th2 cells. (B) Average size distribution of EVs produced by rested (light orange) and activated (dark orange) Th2 cells at 6 hrs of culture as measured by nanoparticle tracking analysis. Histograms represent averages of 3 samples. (C) Mean and mode size of EVs produced by rested and activated Th2 cells at 6 hrs of culture as measured by nanoparticle tracking analysis.  $n = 3$ , two-tailed  $t$  test. (D) Transmission electron micrographs of EVs purified by density gradient from rested (top) and activated (bottom) Th2 cell culture media, magnification 1100x. All error bars represent SEM.

## Supplemental Figure 4

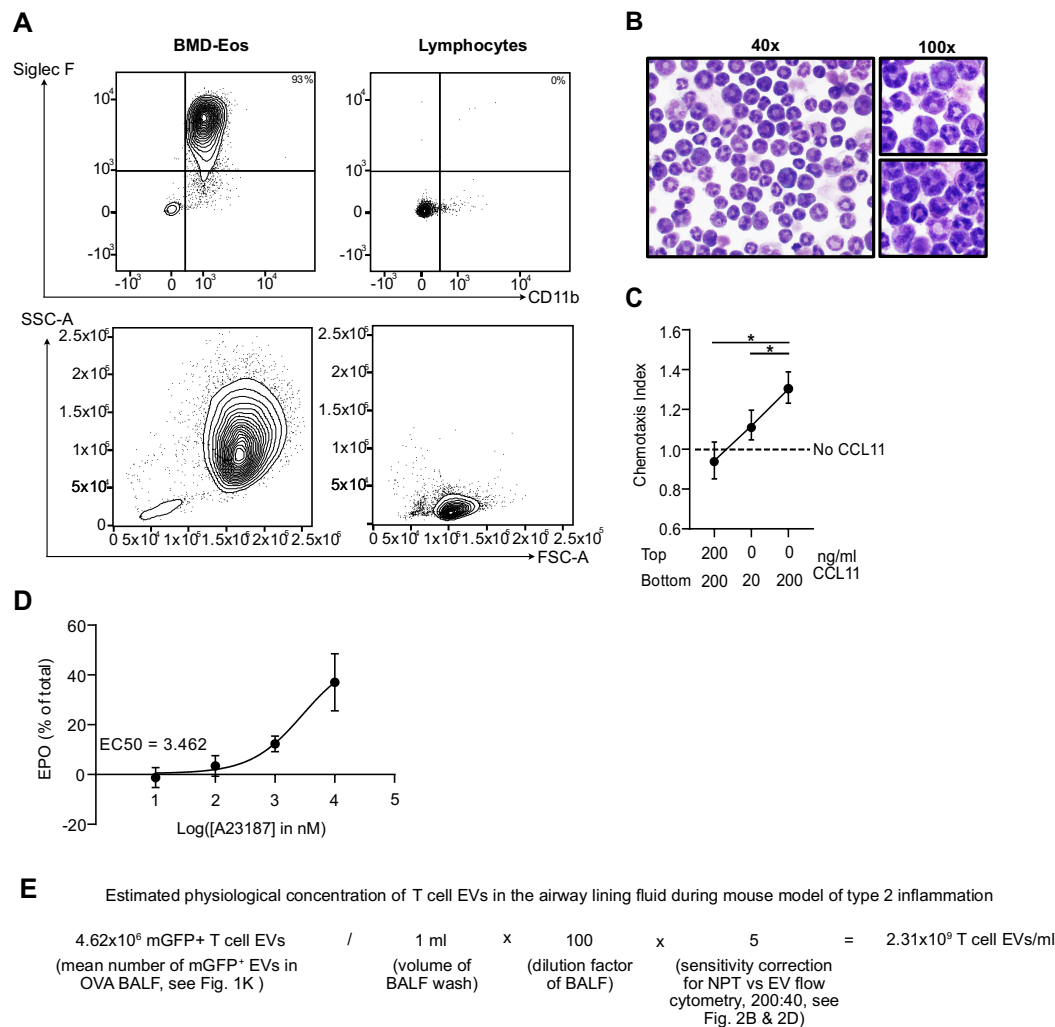

**Supplemental Figure 4. Eosinophils differentiated from mouse bone marrow recapitulate eosinophil functions *in vitro*.** (A) Representative flow cytometry plots of day 12 bone marrow-derived eosinophils (left) and lymphocytes (right) stained for the eosinophil markers Siglec F and CD11b (top) and assayed for forward- and side-scatter (bottom). (B) Light micrographs of day 12 bone marrow-derived eosinophils stained with hemacolor staining kit at 40x and 100x magnification. (C) Quantification of day 12 bone marrow-derived eosinophil chemotaxis to the eotaxin CCL11 by a transwell migration assay.  $n = 3$ , one-way ANOVA with Tukey's multiple comparisons test. (D) Quantification of day 12 bone marrow-derived eosinophil Eosinophil Peroxidase (EPO) production in response to increasing doses of the calcium ionophore A23187,  $n = 3$ , log[agonist] vs response with variable response (4 parameters). (E) Formula for calculating the estimated physiological concentration of T cell EVs in airway lining fluid during allergic inflammation. NPT = nanoparticle tracking. All error bars represent SEM, \*  $p < 0.05$ .

# Supplemental Figure 5

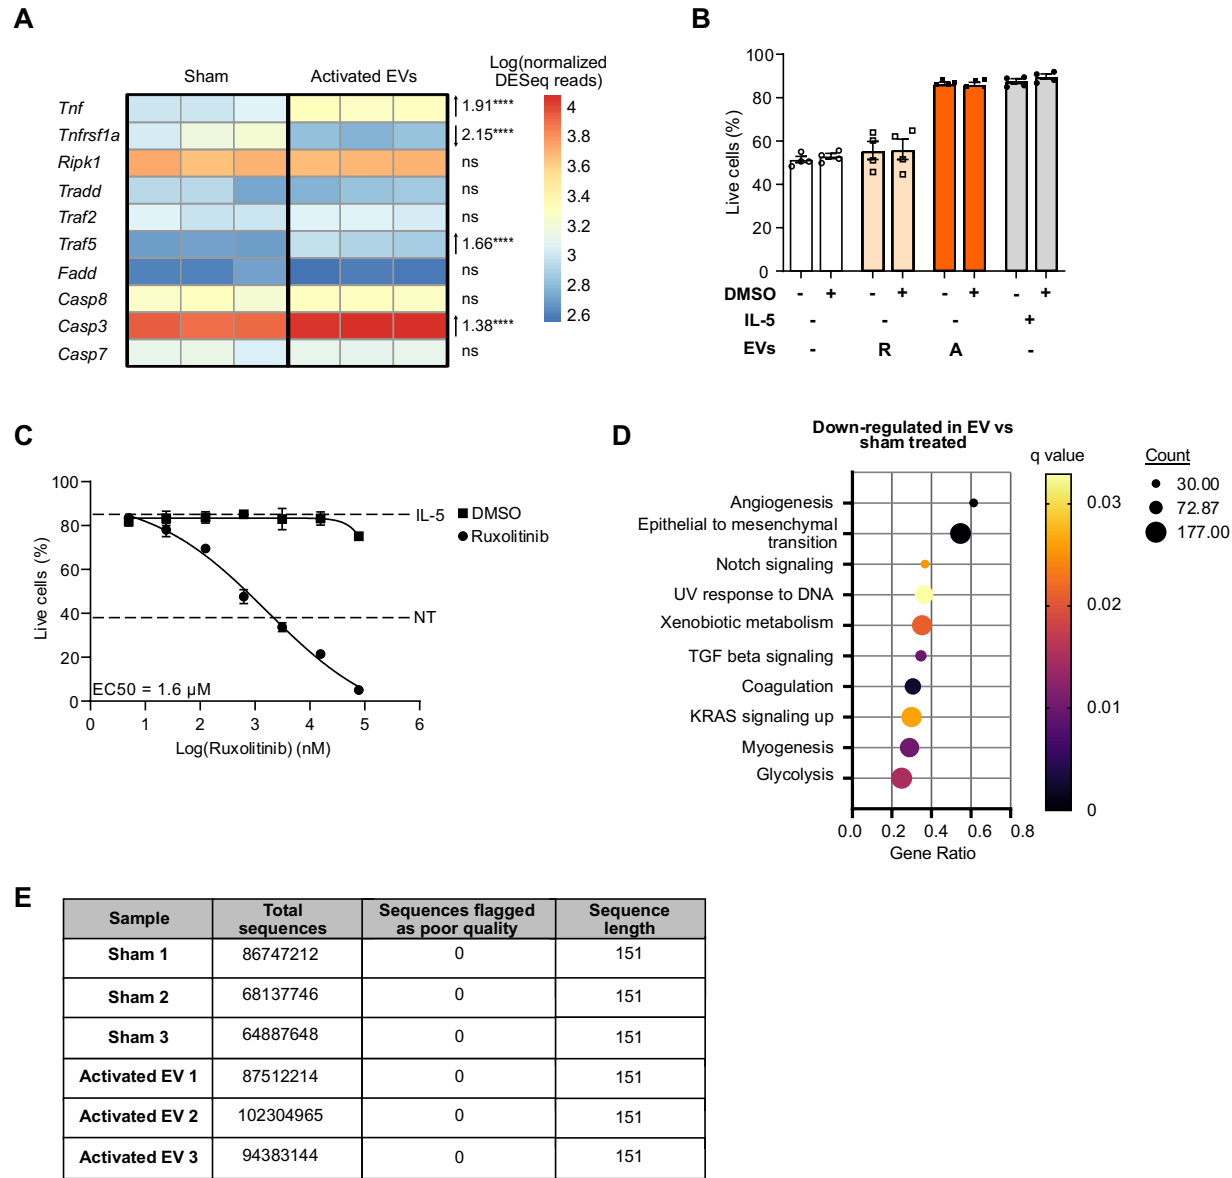

**Supplemental Figure 5. Activated T cell EVs regulate metabolism pathways and extrinsic apoptosis genes in eosinophils *in vitro*.** (A) Heatmap depicting KEGG extrinsic apoptosis pathway genes and corresponding normalized DESeq reads for those genes in sham treated and activated Th2 cell EV treated bone marrow eosinophils. (B) Quantification of bone marrow derived eosinophil survival following 24 hrs treatment with rested or activated Th2 cell EVs or IL-5 with or without DMSO,  $n = 4$ , 2-way ANOVA with Sidak's correction for multiple comparisons. (C) Quantification of bone marrow derived eosinophil survival following 24 hrs treatment with increasing doses of ruxolitinib or vehicle (DMSO) and 10 ng/mL IL-5,  $n = 3$ , log[agonist] vs response with variable response (4 parameters). (D) Gene set enrichment analysis of activated Th2 cell EV treated vs sham treated bone marrow derived eosinophils. Shown are gene sets downregulated in EV treated vs sham treated cells with  $q$  value  $\leq 0.05$ . Differential gene expression analysis was performed using the R package DESeq2. All error bars represent SEM, \*\*\*\*  $p < 0.0001$ . (E) Table depicting quality metrics of RNA-sequencing data generated by FastQC.

## Supplemental Figure 6

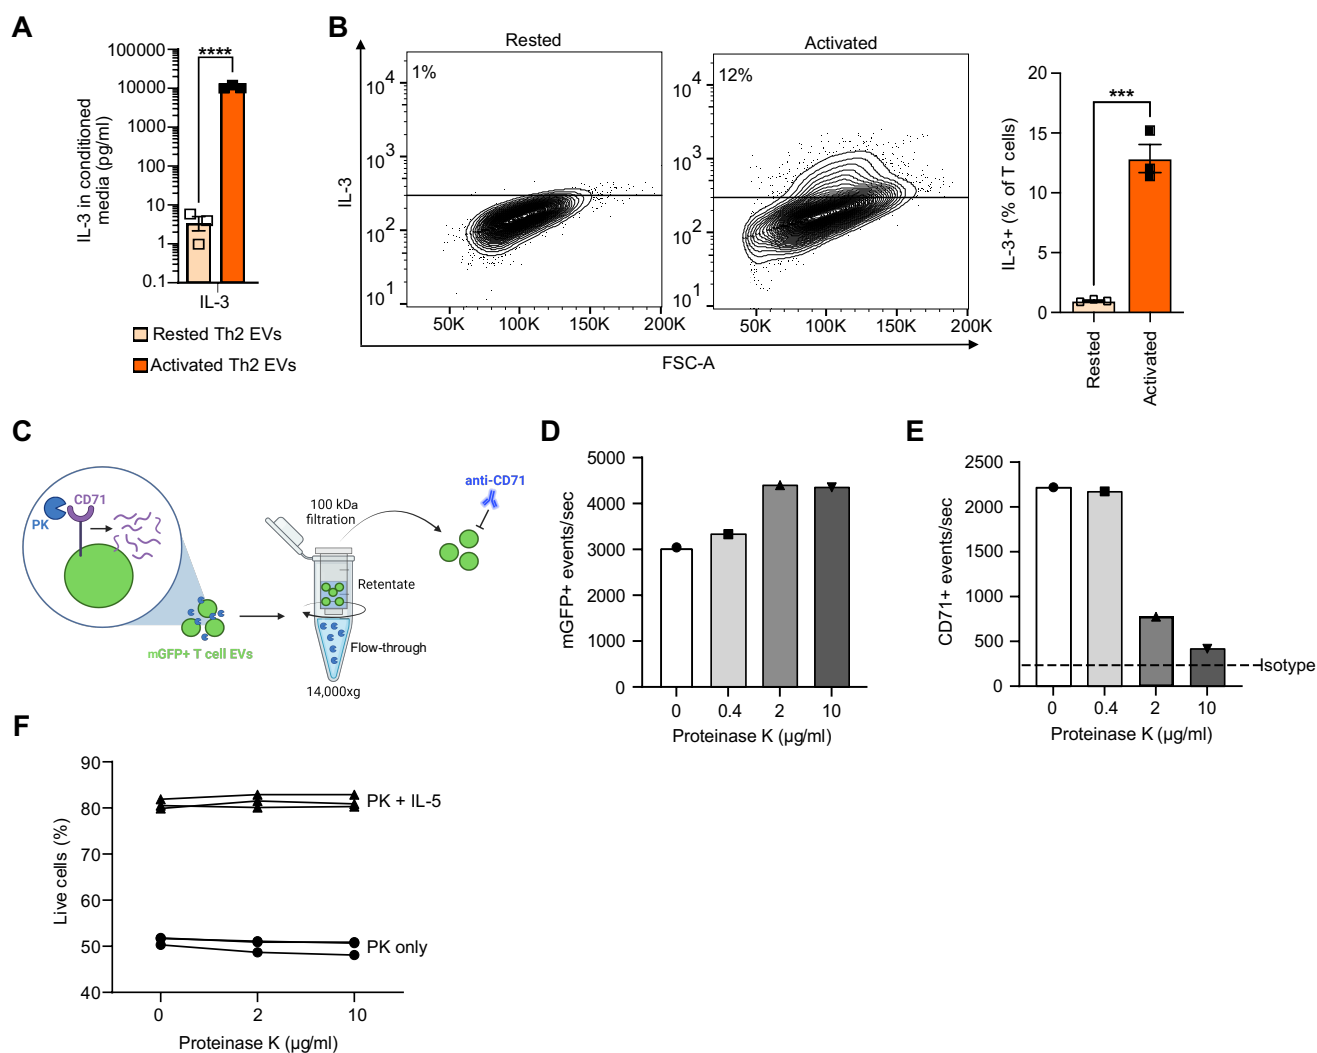

**Supplemental Figure 6. IL-3 is on the surfaces of EVs secreted by activated Th2 cells.** (A) Quantification of IL-3 in unfractionated conditioned media from rested and activated Th2 cell culture media.  $n = 3$ , 2 independent experiments, 2-way ANOVA with Sidak's test for multiple comparisons. (B) Representative flow cytometry plots (left) and quantification (right) of percent of IL-3+ Th2 cells in rested conditions and after re-stimulation through the T cell receptor for 6 hrs.  $n = 3$ , one-tailed t test. (C) Because eosinophil viability is sensitive to proteinase K (PK) treatment, EVs must be separated from PK before they are added to cell culture. Graphical depiction of EV PK treatment purification and validation strategy. mGFP<sup>+</sup> T cell EVs were incubated with PK, after which they were subjected to centrifugal filtration using a 100 kDa pore size. The flow-through containing PK was discarded, and the retentate containing EVs was stained with a fluorescent antibody against CD71, an abundant T cell EV surface cargo. EVs were then subjected to single vesicle flow cytometry to assess the integrity of the EVs and confirm surface protein cargo degradation. (D) Quantification of the number of mGFP<sup>+</sup> events detected per second in the retentate in *Lck-Cre mTmG* T cell culture media after treatment with increasing concentrations of PK. (E) Quantification of the number of CD71<sup>+</sup> events detected per second in the retentate in *Lck-Cre mTmG* T cell culture media after treatment with increasing concentrations of PK. For (D) and (E),  $n = 1$  set of T cell EVs pooled from 3 mice. The dotted line depicts fluorescent events detected per second with an isotype control antibody. (F) Quantification of cell death following bone marrow derived eosinophil treatment with sham PK control retentate with or without IL-5. Unconditioned cell culture media parallelly processed as EV-containing media was treated with PK as depicted in (C).  $n = 3$ , 2-way ANOVA with Tukey's multiple comparison test (comparison of PK doses within PK only or PK + IL-5 conditions).

## Supplemental Figure 7

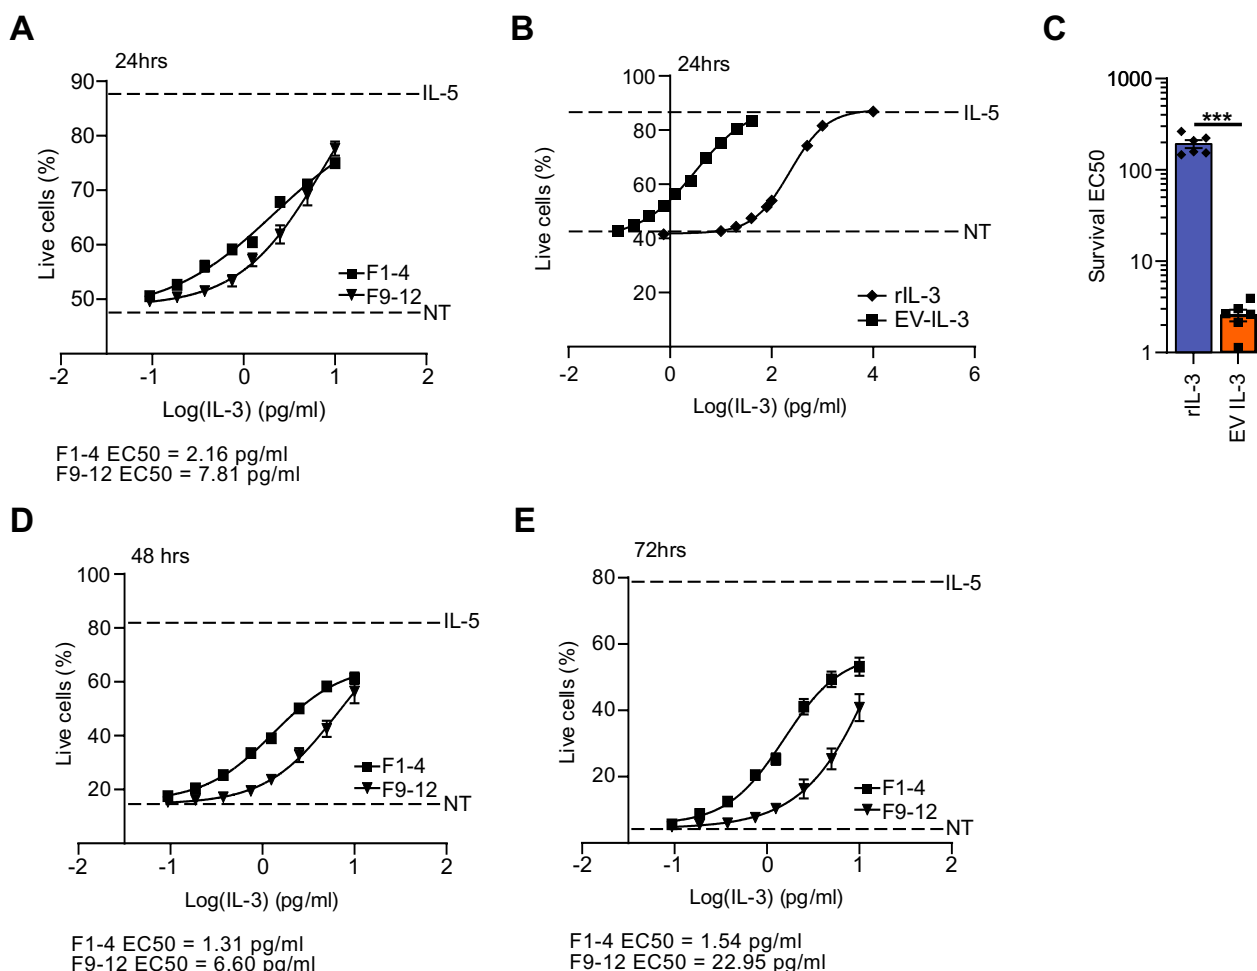

**Supplemental Figure 7. EV-associated IL-3 dose curves compared to free protein fractions and recombinant IL-3.** (A) Quantification of bone marrow derived eosinophil survival following 24 hrs of treatment with increasing doses of activated Th2 cell EV-containing fractions (1-4) or free protein fractions (9-12). Plotted is survival against amount of IL-3 in those fractions quantified by ELISA (0.09375, 0.1875, 0.375, 1.25, 2.5, 5, 10 pg/ml),  $n = 3$ , log[agonist] vs response with variable slope (4 parameters), representative of 2 independent experiments. (B) Quantification of eosinophil survival following 24 hrs treatment with increasing doses of activated Th2 cell EV with IL-3 quantified by ELISA (0.09375 pg/mL, 0.1875 pg/mL, 0.375 pg/mL, 0.75 pg/mL, 1.25 pg/mL, 2.5 pg/mL, 5 pg/mL, 10 pg/mL, 20 pg/mL, and 40 pg/mL) or soluble recombinant IL-3 (0.75 pg/mL, 1.25 pg/mL, 2.5 pg/mL, 5 pg/mL, 10 pg/mL, 20 pg/mL, 40 pg/mL, 80 pg/mL, 100 pg/mL, 500 pg/mL, 1000 pg/mL, and 10,000 pg/mL),  $n = 3$ , log[agonist] vs response with variable slope (4 parameters), representative of 2 independent experiments. (C) Comparison of eosinophil survival EC50 of soluble recombinant IL-3 or activated Th2 cell EV-associated IL-3,  $n = 6$ , 2 independent experiments, paired two-tailed t test. (D,E) Quantification of eosinophil survival following (D) 48 hrs or (E) 72 hrs of treatment with increasing doses of activated Th2 cell EV-containing fractions (1-4) or free protein fractions (9-12). Plotted is survival against amount of IL-3 quantified by ELISA (0.09375, 0.1875, 0.375, 1.25, 2.5, 5, 10 pg/ml),  $n = 3$ , log[agonist] vs response with variable slope (4 parameters), representative of 2 independent experiments. \*\*\*  $p < 0.001$ .

# Supplementary material for: Mouse TH2 cell extracellular vesicles promote eosinophil survival through the surface cytokine cargo IL-3
**Source:** J Allergy Clin Immunol. Author manuscript; Available in PMC 2026 Jun 30.
**Supplement:** 4

**Supplementary Methods**

**1. Animals**

All animal studies were performed after obtaining approval from the Vanderbilt Institutional Animal Care and Use Committee. *mTmG* (Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Luo/J) mice (JAX 007576) were crossed with *Lck-iCre* (B6.Cg-Tg(Lck-icre)3779Nik/J) mice (JAX 012837) to generate mice on a C57BL/6 background in which T cells are specifically labeled with mGFP. All non *Lck-Cre mTmG* mice used were wildtype C57BL/6J (JAX 000664). Mice were used between 6 and 16 weeks of age and were housed in a specific pathogen free facility. Allergen challenge and sensitization and retro-orbital injection were performed under isoflurane anesthesia. All fluid and tissue collection was performed after mice were euthanized.

**2. Isolation of murine CD4+ T cells**

Spleens and inguinal, cervical, and axillary lymph nodes were dissected from female C57BL/6 mice between the ages of 6 and 12 weeks, and a single cell suspension was prepared by pressing the spleens and lymph nodes through a 70 µm nylon cell strainer. CD4+ T cells were isolated from spleen and lymph node single cell suspensions by positive bead selection using the Dynabeads FlowComp Mouse CD4 Kit (ThermoFisher Scientific 11461D) per manufacturer instructions.

**3. Polarization and activation of Th2 cells**

Non-tissue culture treated plates were prepared by incubating with 1 µg/ml goat anti-hamster IgG (ThermoFisher 31115) overnight at 4°C, washing, and then incubating with 1 µg/ml anti-CD3 (BioXCell Clone 145-2C11) and 1 µg/ml anti-CD28 (BioXCell Clone 37.51) at 37°C for 2 hours. Isolated CD4+ T cells were stimulated with plate-bound anti-CD3 and anti-CD28, 10 ng/ml IL-4 (Peprotech 214-14), and 10 ng/ml anti-interferon gamma (BioXCell Clone XMG1.2) in opTmizer serum-free, phenol-free media with added expansion supplement (ThermoFisher A3705001) for 3 days. On day 3, cells were removed from anti-CD3/anti-CD28 stimulation and rested in opTmizer media with 10 ng/ml IL-4 and 60 U/ml IL-2 (National Cancer Institute at Frederick) for an additional day. Media was changed and replaced with fresh opTmizer media with 10 ng/ml IL-4 and 60 U/ml IL-2 on day 4 and cells were rested for an additional day. On day 5 of culture, polarized Th2 cells were placed back onto anti-CD3/anti-CD28 plates in opTmizer media with 60 U/ml IL-2 and re-stimulated for 6 hours.

**4. Isolation of EVs from murine rested and activated Th2 cell cultures**

On day 5 of culture before restimulation, Th2 cells were centrifuged at 250xg for 10 minutes to pellet cells, and supernatant was collected. This supernatant was subjected to centrifugation at 2,000xg for 30 minutes to pellet large cellular debris and was used for isolation of rested Th2 cell EVs. Th2 cells resulting from 250xg centrifugation were re-stimulated for 6 hours, and media was subsequently collected and subjected to 250xg and 2,000xg differential centrifugation and was used for isolation of activated Th2 cell EVs. EVs were isolated from cell culture supernatant by size exclusion chromatography using the Izon 35 nm qEV100 column (IC100-35) or qEV10 column (IC10-35) per manufacturer instructions. The first 3x50 ml fractions following the void volume were collected for the qEV100 column, and the 2nd, 3rd, and 4th 5 ml fractions after the void volume were collected for the qEV10 column, as instructed by the manufacturer. Fractions were then concentrated using ultrafiltration with a 100 kDa filter (Millipore Sigma UFC710008).

**5. T cell viability assay**

Rested and activated Th2 cell viability was assayed using the LIVE/DEAD cell imaging kit 488/570 (Invitrogen R37601) per manufacturer instructions. After staining cells were imaged with the EVOS FL fluorescent microscope (ThermoFisher). The number of red and green cells in the images were quantified using Fiji (https://imagej.net/software/fiji/).

**6. Nanoparticle tracking analysis**

The concentration of EVs was analyzed by nanoparticle tracking analysis using a ZetaView (ParticleMetrix) with a 405 nm laser in scattering mode at RT. EVs were diluted 1000 to 10,000 times in PBS and measurements were performed using 11 camera positions with a sensitivity setting of 65. Data were analyzed using ParticleMetrix’s NTA software.

**7. Transmission Electron Microscopy**

Activated and rested Th2 cell culture media was centrifuged at 250xg for 10 minutes and 2,000xg for 30 minutes and then fractionated using Izon qEV100/35 nm Sepharose size exclusion columns (Izon IC100-35) per manufacturer instructions. The first 3 fractions were pooled and concentrated using ultrafiltration with 100 kDa pore size (Millipore Sigma UFC710008). Resulting concentrates were layered into an iodixanol gradient consisting of 40%, 20%, 10%, and 5% OptiPrep (StemCell Technologies 07820) diluted with 0.25 M sucrose, 50 mM EDTA, 10 mM Tris HCl pH 7.5 in PBS. Samples were loaded on the bottoms of the density gradients. Gradients were ultracentrifuged at 100,000xg for 18 hours. Gradient layers with buoyant density of EVs were isolated, diluted in PBS, and ultracentrifuged at 100,000xg for 4 hours. Resulting pellets were resuspended in PBS. EVs were adhered to freshly glow discharged, 300 mesh carbon coated grids for 10 seconds followed by 2 brief washes in ddH_2_O and stained with 2% uranylacetate. TEM was performed with the Tecnai T12 microscope, which operates at 100 keV using an AMT nanosprint CMOS camera.

**8. Induction of allergic airway inflammation with ovalbumin sensitization and challenge**

A solution of 10 mg/ml ovalbumin protein (OVA) from chicken egg white (Millipore Sigma A5503) was prepared by resuspending 50 mg OVA in 5 ml pharmaceutical-grade PBS (VWR K812). For sensitization, 5 µl of 10 mg/ml OVA was combined with 95 µl pharmaceutical-grade PBS and 100 µl Imject Alum (ThermoFisher 77161) per mouse (50 µg OVA per mouse), and this solution was mixed by gentle rocking at RT for at least 30 minutes prior to injection. Male and female C57BL/6 *Lck-Cre mTmG* mice between the ages of 6 and 12 weeks were injected intraperitoneally with 200 µl OVA+alum solution. For challenge, 5 µl of 10 mg/ml OVA was combined with 15 µl pharmaceutical-grade PBS per mouse (50 µg OVA per mouse). Mice were challenged by oropharyngeal aspiration of 20 µl OVA for allergic airway mice or 20 µl PBS vehicle control on days 7, 8, and 9 following sensitization. Mice were euthanized on day 10 following sensitization.

**9. Induction of allergic airway inflammation with house dust mite challenge**

A solution of 100 mg/ml house dust mite extract (HDM) from *Dermatophagoides Pteronyssinus* (Greer Laboratories Inc. XPB82D3A2.5 Lot 348717, Derp1 1449 mcg/vial, Dry weight 159.7 mg/vial, protein bradford 29 mg/vial, endotoxin 11400 EU/vial) was prepared by resuspending 159.7 mg HDM in 1.597 ml pharmaceutical-grade PBS (VWR K812). Single-use working stocks of 10 mg/ml HDM were prepared by diluting 100 mg/ml HDM in pharmaceutical-grade PBS. For challenge, 4 ul 10 mg/ml HDM was combined with 16 µl pharmaceutical-grade PBS per mouse (40 µg per mouse). Male and female C57BL/6 *Lck-Cre mTmG* mice between the ages of 6 and 12 weeks were challenged by oropharyngeal aspiration of 20 µl HDM for allergic airway mice or 20 µl PBS vehicle control on days 0, 2, 4, 7, 9, 11, 14, 15, and 16. Mice were euthanized on day 17.

**10. Induction of type 2 airway inflammation with papain challenge**

A solution of 5 mg/ml papain from papaya latex (Millipore Sigma P4762) was prepared by resuspending 50 mg papain in 10 ml pharmaceutical-grade PBS. For challenge, 3.5 µg papain in 40 µl pharmaceutical-grade PBS was administered by oropharyngeal aspiration to wildtype C57BL/6 mice between the ages of 6 and 12 weeks. Mice were euthanized 24 to 72 hours following challenge.

**11. Collection of bronchoalveolar lavage fluid cells and EVs**

Mice were euthanized by CO_2_ inhalation. The diaphragm was punctured with a 23G needle, and a 0.5 cm incision was made in the trachea. A 23G catheter was inserted into the incision in the trachea, and 1 ml 0.22 µm filtered ice-cold PBS was flushed in and out of the airways 4 times to collect a total of ~3.5 ml bronchoalveolar lavage fluid (BALF). BALF was centrifuged at 250xg for 10 minutes to pellet cells, which were used in subsequent flow cytometry assays. The resulting supernatant was centrifuged at 2,000xg for 30 minutes to pellet large cellular debris, and the resulting supernatant was used in EV studies.

**12. Collection of lung tissue for flow cytometry**

To distinguish circulating immune cells from tissue-resident immune cells in the lung, circulating immune cells were labeled with anti-CD45 PE (Tonbo Biosciences, clone 30-F11, 50-0451) via retro-orbital injection of anti-CD45 PE. Mice were anesthetized and injected with 150 µl of anti-CD45 PE diluted 1:6 in pharmaceutical grade PBS using a 30G insulin syringe into the retro-orbital sinus. Mice were allowed to recover for 5 minutes and were then euthanized by CO_2_ inhalation. Following BALF collection, the lungs and heart were removed *en bloc* and placed into complete media on ice. The right lobe was dissected away from the heart and left lobe, minced using a razor blade, and digested by rocking at 37°C in complete media with 0.5 mg/ml collagenase from *Clostridium histolyticum* (Sigma C2674) and 5 U/ml DNase I (Qiagen 79254) for 45 minutes. A single cell suspension was then prepared by pressing the digested tissue through a 100 µm nylon cell strainer.

**13. Single Vesicle Flow Cytometry**

Single vesicle flow cytometry was performed using a CellStream (Luminex) flow cytometer with 456/51, 528/46, 583/24, 611/31, 792/87, and 773/56 lasers. Calibration was performed using CellStream Calibration Reagent (Luminex CS-400104) per manufacturer instructions prior to every experiment. Samples were acquired using small particle detection mode with FSC and SSC laser intensities set to 1% and all other laser intensities set to 100%. Samples were acquired for 2 minutes.

**14. Cell Flow Cytometry**

Cells isolated from BALF or lung tissue were counted using a hemocytometer, divided, and then stained with two panels of antibodies: (1) Lymphoid panel – anti-CD4 FITC (eBioscience, clone RM4-5, 35-0042), anti-CD8 PE-Cy7 (Invitrogen, clone 53-6.7, 25-0081-82), and anti-CD45 APC (Invitrogen, clone 30-F11, 17-0451-82) (2) Myeloid panel – anti-F4/80 PE-Cy7 (Tonbo Biosciences, clone BM8.1, 60-4801-4100), anti-Siglec F PerCP-Cy5.5 (BD Pharmingen, clone E50-2440, 565526), anti-CD11b Pacific Blue (Tonbo Biosciences, clone M1170, 75-0112-4100), anti-CD11c FITC (eBioscience, clone N418, 11-0114-85), and anti-CD45 APC (Invitrogen, clone 30-F11, 17-0451-82). All antibodies were diluted 1:8. Both panels also included the viability dye eFluor 780 (eBioscience 65-0865) at a dilution of 1:500 to distinguish between live and dead cells. Compensation controls were prepared from lymphocytes collected from mouse lymph nodes at the time of the experiments. Flow cytometry was performed using BD Biosciences FACSCanto II flow cytometer with three excitation lasers (488 nm, 633 nm, and 405 nm) and 10 fluorescence channels. Flow cytometry data were analyzed using FlowJo software (FlowJo LLC, Ashland, OR).

**15. Airway hyperresponsiveness**

Mice were anesthetized with 85 mg/kg pentobarbital sodium, and an 18-guage tracheostomy tube was placed in the trachea. Mice were then mechanically ventilated at 150 breaths/min and a tidal volume of 2 ml using the Sci-Req FlexiVent machine. Airway resistance (Rrs) was measured with increasing concentrations of nebulized acetyl-β-methacholine (0-100 mg/ml; Sigma-Aldrich) for each mouse. The maximal Rrs was determined and reported for each concentration of methacholine.

**16. Bone marrow-derived eosinophil (BMDE) differentiation**

Femurs and tibias were dissected from C57BL/6 mice between the ages of 6 and 12 weeks old. The bones were cut, and 10 ml Iscove’s Modified Dulbecco’s Medium (Gibco 12440053) was flushed through the bone cavity to dislodge the bone marrow. The bone marrow was pressed through a 100 µm nylon cell strainer to create a single cell suspension. Red blood cells were lysed by incubating the cells in Ack lysing buffer (ThermoFisher A1049201), and cells were washed. Resulting bone marrow cells were incubated in RPMI 1640 (ThermoFisher 11875119) supplemented with penicillin/streptomycin, HEPES (ThermoFisher 15630080), sodium pyruvate, L-glutamine, betamercaptoethanol, non-essential amino acids (ThermoFisher 11140050), and 20% FBS (Gibco). Cells were cultured with 100 ng/ml Flt3-ligand (Peprotech 250-31L) and 100 ng/ml stem cell factor (Peprotech 250-03) for four days and then switched to media containing 10 ng/ml IL-5 (Peprotech 215-15) for 8 days with media change every other day. Eosinophils were used in experiments on day 12 of culture.

**17. Eosinophil functional studies**

***17a. Microscopy***

Day 12 BMDEs were deposited onto a glass slide by cytocentrifugation at 800 RPM for 2 minutes. Slides were stained using HARLECO hemacolor stain set (Millipore Sigma 65044) per manufacturer instructions.

***17b Chemotaxis assay***

500 µl BMDE media was added to wells of a 24-well 0.4 µm pore size transwell plate (ThermoFisher 140620) and the transwell inserts were inserted into the wells and allowed to equilibrate at 37°C for 2 hours. Recombinant murine CCL11 (Peprotech 250) was loaded into the bottom or top well at concentrations of 0, 20, or 200 ng/ml. 250,000 day 12 BMDEs were loaded into the top well and incubated overnight at 37°C. Cell migration was quantified by flow cytometry using the Luminex CellStream.

***17c. Eosinophil peroxidase assay***

Day 12 BMDEs were washed and resuspended in phenol-free RPMI with L-glutamine, 25 mM HEPES, and 0.1% BSA at a concentration of 500,000 cells/ml. Fifty µl cells were added in triplicate to the wells of a non-tissue culture treated 96-well plate, and the plate was incubated at 37°C for 1 hour. 50 µl calcium ionophore A23187 (Millipore Sigma C7522) was added to the wells along a dose titration, and BMDEs were incubated at 37°C for 30 minutes. The peroxidase substrate was prepared by adding o-Phenylenediamine (OPD) (Millipore Sigma P9029) to 400 mM Tris-HCl, pH 8.0 (Corning 46-031-CM) in distilled water such that the final concentration of OPD was 400 µM. Right before use, H_2_O_2_ was added for a final concentration of 1.1 µM. 100 µl peroxidase substrate was added to the BMDEs and incubated for 4 minutes. 100 µl H_2_SO_4_ was added to stop the reaction, and absorbance was measured using a BioTek Synergy HTX microplate reader at 490 nm. Total eosinophil peroxidase was measured by lysing the cells with 0.2% Triton X-100 prior to addition of peroxidase substrate.

**18. EV treatment of bone marrow-derived eosinophils**

EVs were purified from rested and activated Th2 cell culture by SEC and ultrafiltration as described previously. Samples were sterile 0.22 µm filtered. EV concentration was measured using nanoparticle tracking analysis. On day 12 of culture, 200,000 BMDEs were plated in 200 µl complete RPMI in 96-well plates and were treated with 5x10^9^ EVs/ml for 6 or 24 hours.

**19. Administration of EVs *in vivo***

EVs were purified from activated Th2 cell culture by SEC and ultrafiltration as described previously. Media not conditioned with cells was subjected to parallel processing as a control. Samples were sterile 0.22 µm filtered. EV concentration was measured using NTA, and the concentration of EVs in the sample was adjusted to 2x10^9^ EVs/40 µl using pharmaceutical grade PBS. Mice were anesthetized and administered 40 µl EVs or media control by oropharyngeal aspiration.

**20. Eosinophil death assays**

***20a. Eosinophil membrane permeability assay***

EVs were purified from rested and activated Th2 cell culture media as described previously. BMDEs on day 12 of culture were treated with 5x10^9^ EVs/ml for 24 hours. Following treatment, cells were washed and stained with Fixable Viability Dye eFluor 780 (eBioscience 65-0865) at a 1:500 dilution per manufacturer instructions. Cell death as measured by membrane permeability to the dye was assayed by flow cytometry.

***20b. Eosinophil caspase 3 activity assay***

EVs were purified from rested and activated Th2 cell culture media as described previously. BMDEs on day 12 of culture were treated with 5x10^9^ EVs/ml for 6 hours. Following treatment, caspase 3 activity was assayed using the EnzChek Caspase 3 Assay Kit (Invitrogen E13183) per manufacturer instructions. Caspase 3 activity as measured by substrate cleavage by caspase 3 was assayed by flow cytometry.

***20c Eosinophil Annexin V binding assay***

EVs were purified from rested and activated Th2 cell culture media as described previously. BMDEs on day 12 of culture were treated with 5x10^9^ EVs/ml for 6 hours. Following treatment, the presence of phosphatidyl serine on eosinophil membranes was measured via Annexin V binding using the Dead Cell Apoptosis Kit Annexin V FITC for flow cytometry (Invitrogen V13242). The cells were also stained with Fixable Viability Dye eFluor 780 as described previously, and apoptotic cells were defined as cells positive for Annexin V and negative for eFluor 780 by flow cytometry.

**21. Detergent treatment and proteinase K treatment of EVs**

For Fig. 1B and C and Supplemental Fig. 1F, cell culture media or BALF was centrifuged at 250xg and then 2,000xg and subsequently treated with either Triton X-100 detergent (Sigma T8787) or proteinase K (Fisher Bioreagents BP-1700-100, lot #230139) at varying dilutions and mixed thoroughly. Proteinase K-treated EVs were incubated at 37°C for 1 hour. Treated samples were then subjected to single vesicle flow cytometry. For Fig. 5E and H and Supplemental Fig. 6D-F, EVs purified from Th2 cell culture by SEC as described above were incubated with 0, 2, or 10, or 100 µg/ml PK at 37°C for 1 hour. Non-conditioned cell culture media processed parallelly with EV-containing cell culture media was also treated with PK and used as a sham control. Following the incubation, EVs were loaded into a 100 kDa pore size centrifugal filter (Amicon UFC5100) and centrifuged at 14,000xg for 15 minutes. The flow-through containing PK was discarded, and the retentate containing EVs was used for experiments.

**22. Ruxolitinib treatments**

For ruxolitinib dose titration, ruxolitinib at 10 mM in DMSO (APExBIO A3012) and DMSO as a vehicle control were diluted in sterile PBS to form a 5-fold dilution series. Day 12 BMDEs were treated with ruxolitinib or DMSO for 30 minutes at 37°C. BMDEs were then treated with either 10 ng/ml IL-5 or 5x10^9^ Th2 cell EVs/ml purified by SEC and incubated at 37°C for 24 hours after which viability was assayed by membrane permeability assay.

**23. Cytokine Arrays**

EVs were purified from activated or rested Th2 cell culture media by SEC using the Izon qEV100 35 nm columns. Fractions 1-4 were concentrated and pooled for EV analysis and fractions 9-12 were pooled for free protein analysis. Samples were lysed with RIPA buffer (Millipore Sigma R0278) and 1 µl HALT proteinase & phosphatase inhibitor cocktail (ThermoFisher 78442) on ice for 10 mins. Samples were then shipped to Eve Technologies where a Mouse Cytokine/Chemokine 44-plex Discovery Assay Array (MD44) was performed.

**24. EV IL-3 Enzyme Linked Immunosorbent Assay (ELISA)**

EVs were purified from activated or rested Th2 cell culture media by SEC. For Fig. 5C and D, Izon 35 nm qEV10 columns were used to fractionate media, and fractions 1-6 were collected and concentrated using 15 ml 100 kDa ultrafilters (Millipore Sigma UFC9100). For Fig. 5B and E-G, Izon 35 nm qEV100 columns were used to fractionate media, and fractions 1-3 were collected, concentrated using 70 ml 100 kDa ultrafilters (Millipore Sigma UFC710008), and pooled. The mouse IL-3 Quantikine ELISA kit (R&D Systems M3000) was used to detect IL-3 in EV samples. ELISA plates were prepared per manufacturer instructions, and concentrated EV samples were added to the plate in duplicate. IL-3 detection was performed per manufacturer instructions, and absorbance was measured using a BioTek Synergy HTX microplate reader at 450 nm and 540 nm wavelengths. A standard curve was prepared per manufacturer instructions and used to determine concentrations for absorbance values. Absorbance values at 540 nm were subtracted from values at 450 nm per manufacturer instructions.

**25. IL-3 Blocking**

EVs purified from rested and activated Th2 cell culture media by SEC were incubated with 1, 10, or 100 µg/ml anti-mouse IL-3 (BioXcell BE0282, clone MP2-8F8) or isotype control (BioXcell BE0083, clone MOPC-21) for 30 minutes at 37°C. Sterile PBS was also incubated with anti-IL-3 or isotype control for use as a vehicle control. EVs at a concentration of 5x10^9^ EVs/ml or equal volume of vehicle were then administered to day 12 BMDEs, and BMDEs were incubated for 24 hours at 37°C. Viability was then assessed using membrane permeability assay.

**26. EV vs free protein assays**

SEC fractions 1-4 (EV fractions) and 9-12 (free protein fractions) were collected from activated Th2 cell culture media using the Izon qEV100 35 nm SEC column as described previously. EV fractions were concentrated using 100 kDa ultrafiltration, and the concentration of IL-3 in the concentrated EV fractions and the free protein fractions was measured by ELISA as outlined above. BMDEs were treated with increasing concentrations of recombinant murine IL-3 (Peprotech 213-13), EV-associated IL-3, or free IL-3 and incubated for 24, 48, or 72 hours at 37°C. Viability was assessed using membrane permeability assay.

**27. Bulk RNA-sequencing**

Day 12 BMDE treated with either EVs purified from activated Th2 cell culture or parallelly processed cell culture media for 24 hours were homogenized with TRIzol Reagent (Invitrogen 15596026). Total RNA was isolated using the RNeasy Mini Kit (Qiagen 74104) with yields of 106-160ng/µl (1.4-1.9µg total RNA) and submitted to the Vanderbilt Technologies for Advanced Genomics Core for sequencing on the NovaSeq 6000 (Illumina). Data were processed on the Vanderbilt computing cluster (ACCRE) using the lab’s RNA-seq pipeline (https://github.com/parkdj1/RNASeq-Pipeline). Briefly, FastQC was used to evaluate data quality, adapters were trimmed using Cutadapt, and alignment with quantification was performed using Salmon (**Supplemental Fig. 5E**). Primary data was deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/). Raw and processed data can be accessed using the accession number GSE253180. Downstream analysis included differential expression using the R package DESeq2 (https://www.r-project.org/) and gene set enrichment (www.broadinstitute.org/gsea). Heatmaps were made using the R package pheatmap, and volcano plots were made using GraphPad Prism 10 software (GraphPad Software, La Jolla, CA).

**28. Statistical analyses**

Data were expressed as mean values plus or minus standard errors of the mean or as median and interquartile range depending on the normality of the data. Statistical significance was determined through tests denoted in the figure legends performed by GraphPad Prism 10 software (GraphPad Software, La Jolla, CA). P-value of < 0.05 was considered statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

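Bulk RNA sequencing was analysed for 3 sham-treated and 3 activated T_H_2 cell EV-treated cultures of mouse bone marrow-derived eosinophils, collected after 24 h. Treatment and replicate number came from the sample labels, and the same numbers name the columns of the deposited tables. The replicate numbers shared by the groups are also the source of the pairing used as a block. The counts summed to between 23697620 and 37874426 per library, so that the spread between cultures, more than counting error, sets the precision for all but genes with low counts.

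The authors checked the reads with FastQC, trimmed them with Cutadapt, quantified them with Salmon and compared the groups with DESeq2. The text searched names no versions of these tools and no genome build, annotation or strandedness. Of the settings of the gene set enrichment, it gives only the q value cutoff of the sets shown. The authors deposited estimated counts for 16254 genes, which are not all whole numbers. The authors also deposited normalized counts, a signal that is never negative, which equal the rounded estimated count plus 1 divided by a size factor per sample, apart from 6 values whose estimated count lies exactly midway between whole numbers. The authors' deposited table of the comparison gives log2 fold changes, p-values, a test statistic used as a score, and mean counts for 14670 genes. In that table the sign of the statistic is opposite to the sign of the log2 fold change for all 14670 genes. Only the log2 fold change was used for direction.

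The estimated counts were rounded and analysed with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the filterByExpr filter and the quasi-likelihood test, over 13498 genes. The thresholds were an adjusted p under 0.01, an absolute log2 fold change of at least 1 and a mean normalized count over 100, after Fig 4B. Standard errors are the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 and limma 3.58.1 gave the alternatives and the variance stabilizing transformation for the principal components. The camera test used an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 17 lists, with a threshold of 0.05. The mouse Reactome sets come with fgsea 1.28.0. Their p-values were adjusted over the Reactome sets alone, with the glycolysis set entered for both glycolysis lists.

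The pathway lists were written from memory, largely after the published Hallmark sets, before the counts were examined. They are not the collection's own sets. Before that, the first rows of the paper's Tables E1 and E2 and the genes of the figures had been read, so the choice of lists and thresholds was not blind to those values. The IL-4/STAT6 list and the macrophage and T cell explanations were prompted by genes seen there. The genes named are every gene in the results text, Fig 4C, Fig 4E and Fig E5A, the receptor genes of the common β chain family, the 5 most increased and 5 most decreased genes past the thresholds with no overlap between groups, and the 3 most changed genes of each list. Results for some genes under this rule are not reported here. Adgre1 and Ccl17 fall outside this rule and were named after their values were seen. Where every library of a group had at most 3 counts, a fold is given as a lower bound.

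The tests of single genes were tested on simulated counts for 13505 genes, 200 of them changed. Of these, edgeR called 190, limma 189 and DESeq2 179 at an adjusted p under 0.01. The test at first asked each method to call over 90% of the 200, which DESeq2, at 89.5%, did not reach. The changed genes missed by each method had simulated means of at most 61.4 counts, and all 151 changed genes with a mean over 100 were called by every method. The requirement was then set on those 151 genes. The simulation used a single dispersion, the same in both groups and lower than the common dispersion of the data. It also changed far fewer genes than the 3204 under this adjusted p in the data. The numbers called are thus not the recovery to expect on these data. A first version of the correction for GC content and length also shifted the scaling of whole samples, and was corrected by centring the trend of each sample.

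The alternatives were other scalings, no filter, the replicate number as a block, limma on log2 of the deposited normalized counts plus 1, other thresholds, and leaving out each of the 6 samples. DESeq2 on rounded counts plus 1 was added after the deposited normalized counts had been examined. No genomic coordinates are given, since the build is not named. Shared sequence between genes was measured in GENCODE vM21 transcripts as the percent of 31-base words found in another gene. Gene sets of allograft rejection were not analysed here.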

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

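All of these signals were chosen with some of their values already seen in the paper's supplementary tables, and the test of a single fold for the eosinophil markers and the test of shared reads for the β chain genes were chosen after the results were seen.

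The paper does not discuss eosinophil marker genes in these data. Relative to sham, 11 such genes had a median log2 fold change of 0.69 (camera adjusted p = 0.000931, 0.000524 with the replicate block, and between 1.8e-07 and 0.00486 over the alternatives), and 10 of them were higher, 7 at an adjusted p under 0.01 in edgeR's quasi-likelihood test. Ccr3, Ear1 and Siglecf had the largest changes, at 1.13, 0.90 and 0.85. Ear1 shares 73.7% of its 31-base words with other genes and is uncertain. A larger share of eosinophil RNA in the EV-treated cultures would raise every marker by the same fold if no other cells there expressed them. The log2 fold changes ranged from -0.14, for Il5ra, to 1.13, for Ccr3. Cochran's Q per degree of freedom was 31.8, where a single fold gives about 1. On that condition, a single change in share does not account for the differences between these genes, though it may contribute. The paper reports higher eosinophil survival after 24 h with activated T_H_2 cell EVs than without treatment. More surviving eosinophils could thus raise this share, and the viability of the sequenced cultures was not examined here. With all libraries thinned to the smallest total, the adjusted p was 0.00103. Of the 4 splits of the samples that part all same-numbered pairs, 1, the real one, gave as small a p for this list, and with so few splits a difference between cultures unrelated to treatment cannot be excluded.

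Genes known to respond to IL-4 and STAT6 rose by a median log2 fold change of 4.37 over 11 genes (camera adjusted p = 0.000187, 0.000108 with the replicate block, and between 3.94e-14 and 0.0147 over the alternatives). Of these genes, 6 were higher and 1 was lower at an adjusted p under 0.01 in edgeR's quasi-likelihood test, and the others did not pass. The list was written after some of its values had been seen, so its p-value describes these genes and is not a test of an independent choice. Retnla and Arg1 rose by 7.81 and 6.91, and Ccl24 was at least 47.9-fold higher, while Ccl17, named after its value was seen, fell by 1.37 on the log2 scale. The median is that of Cish, which together with Socs1 responds to other cytokines as well. With libraries thinned to the smallest total, the camera adjusted p was 0.000256. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as small a p, which is the fewest possible. A response to IL-4 or IL-13 in or on the EVs is a candidate explanation, as is a response of these genes to IL-3, and the design has no sample that tells them apart.

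Csf2rb and Csf2rb2, which encode the common β chain and its IL-3-specific paralog, rose by log2 fold changes of 1.41 (adjusted p = 2.21e-07) and 1.09 (adjusted p = 1.17e-06) in edgeR's quasi-likelihood test, and were higher in every EV-treated sample. At most 30.1% of the 31-base words of either gene occur in another gene, mostly in each other, so reads shared between the paralogs could shift the sizes of the changes, but most of each gene's sequence is its own. The increases are a hypothesis about receptor expression, which was not measured here as protein. As a list, the 5 receptor genes had a camera adjusted p of 0.126 (between 0.000101 and 0.507 over the alternatives), and 1 of the 4 splits, the real one, gave as small a p, which is the fewest possible. Il3ra and Il5ra had log2 fold changes of -0.19 and -0.14, with adjusted p of 0.191 and 0.155. Csf2ra rose by a log2 fold change of 0.27 (adjusted p = 0.00935 in edgeR's quasi-likelihood test). Csf2ra also passed with the replicate block (0.0078) and with DESeq2 (0.000379). It did not pass without TMM (0.172) or with limma (0.0121), and passed in only 1 of the 6 fits that left out a sample.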

How the results depend on the processing

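The alternatives were set before the counts were examined, except DESeq2 on rounded counts plus 1.

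The numbers of higher and lower genes stayed within 1.5 times of 365 and 642 under the other scalings, tests and filters, with these exceptions. A minimum mean of 1000 left 204 higher and 162 lower genes, and a test against a log2 fold change of 1 (glmTreat) left 184 and 319. Without TMM scaling the counts were 284 and 799, so that 26.2% of the calls were higher against 36.2% with it. That scaling moves the median log2 fold change of all genes from -0.014 to -0.163. With the replicate number as a block, 384 genes were higher and 679 lower, and 365 and 637 of these were the genes called without it. Across the 6 fits that each left out 1 sample, 338 to 405 genes were higher and 545 to 681 lower. The counts of intrinsic, extrinsic and JAK/STAT genes stayed within 1.5 times under the alternatives run on them, which do not include glmTreat or another minimum mean. Only 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many genes for any of these 5 counts. In the 9 other of all 10 splits, of which 6 part only 1 pair, 0 genes passed the thresholds. With an unadjusted p under 0.05 in place of the adjusted p, between 1 and 12 genes passed in those splits, against 1076 in the real one. A share of splits under 0.05 cannot be reached with 6 samples. Every other split also mixes EV- and sham-treated samples within its groups. A large difference between treatments then widens the spread within groups. The few calls in those splits thus do not show how many genes would pass without a treatment effect.

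The first principal component held 68.03% of the variance with log2 CPM and 77.5% with all genes, 93.0% with the regularized log, and 92.6% to 95.0% when 1 sample was left out.

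For the gene lists, the replicate block gave medians of 0.267 (adjusted p = 0.0562) for IL-6/JAK/STAT3 and 0.0858 (adjusted p = 0.0521) for mTORC1, which no longer passed. Over all alternatives the adjusted p ran from 0.000111 to 0.0611 for IL-6/JAK/STAT3 and from 0.0002775 to 0.815 for mTORC1. Leaving out 1 sample gave medians of 0.239 to 0.278 and of 0.0542 to 0.109, and both lists lost significance without sham replicate 1. With DESeq2's Wald statistics the β chain receptors (0.277), IL-2/STAT5 (0.0826), TNF (0.101) and inflammatory response (0.0713) lists passed. Without TMM the last 3 passed too, with medians of -0.0724, -0.0494 and -0.0756 that lie above the shifted median of all genes. Against matched random lists, mTORC1 (percentile 88.7) and the glycolytic enzymes (73.8) no longer passed. The intrinsic apoptosis genes of Fig 4C did not pass as a list (median 0.209, adjusted p = 0.0864, between 0.0412 and 0.154 over the alternatives). The Reactome sets gave 0.20 for interleukin-2 and 0.103 for intrinsic apoptosis, which passed, and -0.014 for TNF, which did not (adjusted p = 0.892), and reversed mTORC1 (-0.0538) and the broad glycolysis list (0.157). The T cell list, which has 7 tested genes and did not pass under any alternative run on it, had a median of -0.14, while the camera test placed it on the higher side. The camera test placed it on the lower side with DESeq2 (median -0.172), limma (-0.163) and genes with a mean over 100 (-0.14), and in the fits that left out 1 sample, except that without sham replicate 2. The medians were negative in all of these fits, from -0.774 to -0.0634 over those that left out 1 sample. The cause of these changes was not tested. Among the 4 splits that part all pairs, 1, the real one, gave as small a p for each list, except for mTORC1, broad glycolysis and the stromal markers, where 2 did. Since 1 is also the result for the T cell list, which did not pass, it does not count in favour of any list.

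Among 77 named genes and 1001 comparisons with an alternative, 39 became weaker, 32 of them with 1 sample left out, 12 became stronger and 12 reversed. None of the reversed genes passed the threshold at first. Without TMM, Traf2 and Casp8 were at -0.0263 and -0.0145, and without a filter Ripk1 was at 0.0019. With 1 sample left out, the log2 fold change ran from -0.109 to 0.0225 for Bbc3, from -0.191 to 0.0014 for Bad, from -0.129 to 0.15 for Cycs, from -0.0879 to 0.0506 for Ripk1 and from -0.153 to 0.0039 for Socs7. The calls lost when a sample was left out were those of Gbp3, Il13, Csf2ra, Col1a2, Bgn, Postn, Scd1 and Me1.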

Differences from the paper's values

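With the settings used for the results, no value computed from the counts differed from the paper's by more than 1.5 times, for a number of genes, a share or a fold, or by more than the larger standard error, for a log2 fold change. A fold given as a lower bound was compared only as to whether it exceeded 1.5 times the paper's fold, and none did. The numbers of genes with a minimum mean of 1000 and with glmTreat did differ by more, as did the log2 fold changes of some named genes without TMM, with the replicate block or with 1 sample left out. The paper's 369 higher and 667 lower genes compare with 365 and 642, and the paper's 96% for the first principal component with 93.0%. With DESeq2 in place of edgeR, 370 genes were higher and 664 lower. DESeq2 on rounded counts plus 1, chosen after the deposited values were seen, gave 370 and 668. The authors' deposited table also holds 370 and 668 genes past these thresholds with a base mean over 100. Without the base mean, which the results text does not mention and Fig 4B does, the authors' deposited table holds 472 higher and 1128 lower genes.

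Fig 4C marks Apaf1 as changed and Fig 4E marks Socs6. Their adjusted p were 0.0101 and 0.0106 in edgeR's quasi-likelihood test, just over the threshold of 0.01. Apaf1 passed with DESeq2, RLE factors, no filter and limma, and with DESeq2 on counts plus 1, which was chosen after seeing the data. Socs6 passed with DESeq2, without TMM, with no filter, with the replicate block and without sham replicate 1, and with DESeq2 on counts plus 1.

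The paper reports higher IL-2/STAT5, TNF and inflammatory response sets. The lists used here in their place had adjusted p of 0.242, 0.164 and 0.116, and passed with DESeq2's Wald statistics and without TMM. The Reactome set in place of the IL-2/STAT5 list passed, and that in place of the TNF list did not. The paper reports glycolysis as lower. The broad list did not pass (adjusted p = 0.225, and between 0.0263 and 0.451 over the alternatives, the lowest with the Reactome set), though it was at percentile 2.8 of matched random lists, the Reactome set in its place was higher, and the glycolytic enzymes alone were higher, with a median log2 fold change of 0.18. These lists are not the paper's sets.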

Other observations

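The tests of T cell RNA, of macrophages and of a single fold for every marker were chosen only after some values had been seen. The tests of within-group deviations were written after the marker values of each sample had been seen, but before their own result was.

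Macrophage marker genes were lower in EV-treated cultures, with a median log2 fold change of -2.43 over 18 genes (camera adjusted p = 7.28e-05, and 3.86e-07 with the replicate block). Of these, 16 were lower, 14 of them at an adjusted p under 0.01 in edgeR's quasi-likelihood test. Apoe, Trem2 and Gpnmb fell by 3.71, 3.43 and 2.97 on the log2 scale. Gpnmb had between 51577 and 91829 normalized counts in sham-treated cultures. The markers varied between cultures of the same group as well, and together. Relative to its group, the median marker was at -0.48 in sham replicate 1 and -0.40 in EV replicate 1 on the log2 scale, and above 0 in the other 4 samples. The 627 genes called lower outside the marker lists followed these deviations, with a median correlation of 0.699 across the 6 samples, against -0.112 to 0.123 for 1000 random sets of matched expression (percentile 100). The 365 genes called higher ran against them much less, with a median of -0.241 (percentile 0, random sets from -0.218 to 0.131). On simulated counts with and without a varying share of such RNA, the same measure gave a median correlation of 0.947 over 547 genes and 0.0289 over 544 genes. Each correlation is that of a single gene with the marker deviations across the 6 samples. The genes are not independent replicates, and the markers were lowest in replicate 1 of both groups, so that they rest on few independent cultures. A candidate explanation is that macrophages, or RNA from them, make up part of these cultures, and that a smaller share with EVs accounts for part of the genes called lower. A lower macrophage-like program within the same cells would give the same pattern, and no cell counts were used here. A loss of a single cell type alone would lower all markers by the same fold only if no other cells in the cultures expressed them. The markers ranged from -3.71 to 0.62, with a Cochran's Q per degree of freedom of 83.4, where a single fold gives about 1. The highest was Adgre1, named after its value was seen, which eosinophils express too. Expression in other cells could give such a range, so it does not count against a smaller share of macrophages.

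Stromal marker genes were also lower, with a median log2 fold change of -2.03 over 18 genes (camera adjusted p = 0.0012, and 0.000312 with the replicate block). Of these, 17 were lower, 4 of them at an adjusted p under 0.01 in edgeR's quasi-likelihood test. With the block, the adjusted p of Col1a2 was 2.78e-07 in place of 0.00662, that of Bgn 4.1e-07 in place of 0.00706 and that of Postn 7.9e-06 in place of 0.00475. With DESeq2 in place of edgeR, the adjusted p of Col1a2 and Bgn were 0.012 and 0.0123, over the threshold, while Postn passed at 0.00497. Leaving out 1 sample moved the list median to between -3.25 and -1.61. The stromal markers also differed between cultures of the same group. Col1a2 had 2188 normalized counts in EV replicate 1, against 227 and 403 in EV replicates 2 and 3, and 8149, 4955 and 7860 in sham replicates 1 to 3. In 2 of the 4 splits that part all same-numbered pairs the list gave as small a p. The markers did not share a single fold, with a Cochran's Q per degree of freedom of 9.38. Genes called lower did not follow the stromal deviations (median correlation -0.317, percentile 0). Except in sham replicate 3, the stromal deviations ran opposite to the macrophage ones, which these genes followed, and were largest in EV replicate 1, at 1.60. The stromal correlation is thus not an independent test. It leaves open whether a smaller stromal share with EVs accounts for some of these genes.

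T cell RNA carried over with the EVs could raise genes in EV-treated cultures. Of 21 T cell markers, 7 could be tested, and they did not rise as a list (camera adjusted p = 0.781), which is too few to exclude it. Il13 and Il4 were higher, and Cd28 fell by 3.70 on the log2 scale. Il4 and Cd28 had at least 394.6 and 291.9 normalized counts in every sham-treated culture, which received no EVs. Neither gene thus marks RNA carried by EVs in particular.

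Neither GC content, gene length, depth nor a few abundant genes accounts for the numbers of genes called. With each sample's trend over GC content removed, 365 genes were higher and 643 lower, and with the trend over length removed, 371 and 634, against 354 and 640 over the same genes before. With all libraries thinned to the smallest total the numbers were 351 and 589, and without the 10 most abundant genes 364 and 641.

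The shares of genes that changed were 4 of 10 in the extrinsic and 6 of 13 in the intrinsic apoptosis pathway (Fisher's exact test, two-sided, p = 1). Genes are not independent replicates.

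Gvin-ps4 had no counts in sham-treated and Gm10052 none in EV-treated cultures. For Gm10052, 100% of its 31-base words occur in another gene, and reads shared with another gene could thus account for its absence. Gvin-ps4 was not found in the transcripts searched, and its shared sequence was not measured.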
